# Gut microbe-targeted choline trimethylamine lyase inhibition improves obesity via rewiring of host circadian rhythms

**DOI:** 10.7554/eLife.63998

**Published:** 2022-01-24

**Authors:** Rebecca C Schugar, Christy M Gliniak, Lucas J Osborn, William Massey, Naseer Sangwan, Anthony Horak, Rakhee Banerjee, Danny Orabi, Robert N Helsley, Amanda L Brown, Amy Burrows, Chelsea Finney, Kevin K Fung, Frederick M Allen, Daniel Ferguson, Anthony D Gromovsky, Chase Neumann, Kendall Cook, Amy McMillan, Jennifer A Buffa, James T Anderson, Margarete Mehrabian, Maryam Goudarzi, Belinda Willard, Tytus D Mak, Andrew R Armstrong, Garth Swanson, Ali Keshavarzian, Jose Carlos Garcia-Garcia, Zeneng Wang, Aldons J Lusis, Stanley L Hazen, Jonathan Mark Brown

**Keywords:** nutrition, drug delivery, genetic diseases, gut microbiome, Mouse

## Abstract

Obesity has repeatedly been linked to reorganization of the gut microbiome, yet to this point obesity therapeutics have been targeted exclusively toward the human host. Here, we show that gut microbe-targeted inhibition of the trimethylamine N-oxide (TMAO) pathway protects mice against the metabolic disturbances associated with diet-induced obesity (DIO) or leptin deficiency (*Lep^ob/ob^*). Small molecule inhibition of the gut microbial enzyme choline TMA-lyase (CutC) does not reduce food intake but is instead associated with alterations in the gut microbiome, improvement in glucose tolerance, and enhanced energy expenditure. We also show that gut microbial CutC inhibition is associated with reorganization of host circadian control of both phosphatidylcholine and energy metabolism. This study underscores the relationship between microbe and host metabolism and provides evidence that gut microbe-derived trimethylamine (TMA) is a key regulator of the host circadian clock. This work also demonstrates that gut microbe-targeted enzyme inhibitors have potential as anti-obesity therapeutics.

## Introduction

There is a growing body of evidence that microbes residing in the human intestine represent a critical environmental factor that influences virtually all aspects of human health and disease (Brown and Hazen, 2015; Sonnenburg and Bäckhed, 2016). Our gut microbiome plays a central role in vital processes such as energy harvest from our diet, entraining our immune system during early life, xenobiotic metabolism, and the production of a diverse array of small molecule metabolites that are essential to human life (Brown and Hazen, 2015; Sonnenburg and Bäckhed, 2016). Although the microbiome field has uncovered many correlative relationships with human health and disease, there are few examples whereby alterations in the gut microbiome have been causally linked. One of the earliest relationships established between gut microbes and human disease was the link between alterations in gut microbial phyla (Bacteroidetes and Firmicutes) and obesity susceptibility, and the microbial transplantation studies revealing obesity susceptibility as a transmissible trait (Bäckhed et al., 2004; Ley et al., 2005; Turnbaugh et al., 2006; Turnbaugh et al., 2009). Specifically, obese mice harbor gut microbial communities with enhanced capacity to harvest energy from indigestible carbohydrates (Turnbaugh et al., 2006), and transplantation of either cecal contents or feces from either obese mice or humans is sufficient to promote obesity and related insulin resistance in germ-free mouse recipients (Bäckhed et al., 2004; Ley et al., 2005; Turnbaugh et al., 2006; Turnbaugh et al., 2009). There is also accumulating evidence that antibiotic exposure in early life can predispose children to become overweight or obese later in life (Ajslev et al., 2011), and antibiotic treatment in mice prior to weaning increases obesity and related insulin resistance in adulthood (Cho et al., 2012). It is interesting to note that nearly all diseases where obesity is a predisposing comorbidity (diabetes, liver disease, cardiovascular disease, hypertension, chronic kidney disease, and diverse cancers) have been shown to have a clear gut microbiome link (Canfora et al., 2019; Aron-Wisnewsky et al., 2020; Brown and Hazen, 2018; Knauf et al., 2019; Marques et al., 2018; McQuade et al., 2019).

Although there is now ample evidence that gut microbes play a contributory role in the development of obesity and related metabolic disorders, obesity-targeted drug discovery to this point has focused solely on targets encoded by the human genome. Our knowledge is rapidly expanding regarding what types of microbes are associated with obesity and related disorders, including the repertoire of microbe-associated molecule patterns they harbor and the vast array of metabolites that they produce. However, there are very few examples where this information has been leveraged into therapeutic strategies. The microbiome-targeted therapeutic field has primarily focused on either prebiotic or probiotic approaches, yet thus far these approaches have resulted in very modest or non-significant effects in obesity-related disorders in human studies (Aron-Wisnewsky et al., 2019; Asgharian et al., 2020; Reijnders et al., 2016; Madjd et al., 2016; Koutnikova et al., 2019). As an alternative microbiome-targeted approach, we and others have begun developing non-lethal selective small molecule inhibitors of bacterial enzymes with the hopes of reducing levels of disease-associated microbial metabolites (Roberts et al., 2018; Wang et al., 2015; Gupta et al., 2020; Organ et al., 2020; Orman et al., 2019). We have recently shown that small molecule inhibition of the gut microbial transformation of choline into trimethylamine (TMA), the initial and rate-limiting step in trimethylamine N-oxide (TMAO) generation (Wang et al., 2011), can significantly reduce atherosclerosis, thrombosis, and adverse ventricular and kidney remodeling in mice (Roberts et al., 2018; Wang et al., 2015; Gupta et al., 2020; Organ et al., 2020). Since 2011 the gut microbe-associated TMAO pathway has been associated with many human diseases associated with obesity including atherosclerosis (Wang et al., 2011; Koeth et al., 2013), thrombosis (Zhu et al., 2016; Zhu et al., 2017), chronic kidney disease (Bell et al., 1991; Tang et al., 2015), heart failure (Tang et al., 2014; Trøseid et al., 2015), cancer (Bae et al., 2014; Xu et al., 2015), and diabetes (Shan et al., 2017; Miao et al., 2015). Given the fact that obesity is a comorbidity in all of these human diseases, here we set out to determine whether selective small molecule inhibition of the gut microbial choline transformation into TMA, a metabolic activity catalyzed by the microbial choline TMA lyase CutC (Craciun and Balskus, 2012), can protect against metabolic disturbance in preclinical mouse models of obesity. Although there is clear evidence that TMAO can directly impact cell signaling in host platelets and immune cells (Zhu et al., 2016; Seldin et al., 2016), it is still incompletely understood how the TMAO pathway is mechanistically linked to obesity-related cardiometabolic diseases. It is well appreciated that manipulation of the gut microbiome can impact obesity in part via rewiring of the host circadian clock, and reciprocally it has been shown that an intact circadian clock in the host can impact oscillatory behavior of gut microbiota (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015). Here, we hypothesized that gut microbe-driven TMA production may serve as a high fat diet (HFD)-induced signal that integrates diet-microbe-host interactions to shape obesity-related circadian dysfunction and metabolic disturbance.

## Results

### Microbial choline TMA lyase inhibition protects mice from obesity development

To assess whether small molecule inhibition of gut microbial TMA production can protect mice from obesity, we treated mice with the non-lethal mechanism-based bacterial choline TMA lyase inhibitor iodomethylcholine (IMC) (Roberts et al., 2018). This small molecule inhibitor exhibits potent in vivo inhibition of the gut microbial choline TMA lyase enzyme CutC, lowering host plasma TMAO levels >90% (Roberts et al., 2018; Gupta et al., 2020; Organ et al., 2020). Designed as a suicide substrate mechanism-based inhibitor, past studies reveal that the vast majority of IMC is retained in bacteria and excreted in the feces with limited systemic exposure of the drug in the host (Roberts et al., 2018). When administered in an HFD, IMC effectively reduces levels of both the primary product of CutC TMA and the host liver-derived co-metabolite TMAO (Figure 1a and b). IMC was effective in blunting diet-induced obesity (DIO) (Figure 1c), without altering food intake (Figure 1d). DIO mice treated with IMC also showed improvements in glucose tolerance (Figure 1e), exhibited marked reductions in plasma insulin levels in fed mice but not under fasting conditions (Figure 1f) and had significant reductions in fat mass (Figure 1—figure supplement 1c,d). It is important to note that the ability of IMC to reduce adiposity was specific to high fat feeding and was not seen in low fat-fed mice (Figure 1—figure supplement 1c,d). Also, IMC treatment did not significantly alter intestinal fatty acid absorption or hepatic steatosis (Figure 1—figure supplement 2a,f and 3). Next, we administered IMC to hyperphagic leptin-deficient (*Lep^ob/ob^*) mice in a chow-based diet (Figure 1g–l). As expected, IMC effectively lowered both TMA and TMAO levels in *Lep^ob/ob^* mice (Figure 1g and h). Quite unexpectedly, IMC dramatically protected *Lep^ob/ob^* mice from body weight gain, where some of the drug-treated mice were 15–20 g lighter than control *Lep^ob/ob^* mice (Figure 1i). Notably, IMC-driven protection from obesity was not associated with decreased food intake, which was paradoxically higher overall in IMC-treated mice (Figure 1j). Instead, IMC treatment promoted large increases in energy expenditure through both the light and dark cycles (Figure 1l, Figure 1—figure supplement 4a-c) Although IMC effectively reduced body weight and adiposity in *Lep^ob/ob^* mice, this was not associated with improvements in glucose tolerance (Figure 1k). Given these striking results in DIO and *Lep^ob/ob^* obesity progression models, we next wanted to determine if IMC could likewise provide obesity protection in mice with established obesity (i.e., a treatment regimen). To test this, we fed C57BL/6 J mice HFD for 6 weeks to allow for mice to reach obese conditions (body weights ranging from 35 to 40 g) and then initiated IMC treatment. Although IMC did not promote weight loss, it did effectively reduce the trajectory of weight gain and improved glucose tolerance in this obesity treatment model (Figure 1—figure supplement 4d, f). During the early phases of this obesity treatment study, IMC-treated mice again exhibited unexpected increased food intake compared to controls (Figure 1—figure supplement 4e). It is important to note that long-term IMC treatment did not promote either liver or renal toxicity, as shown by normal plasma enzyme levels as well as normal tissue histology in liver and adipose depots (Figure 1—figure supplement 5a-e). To more comprehensively understand the global effects of choline TMA lyase inhibition on white adipose tissue (WAT) gene expression, we performed unbiased RNA sequencing (Figure 1—figure supplement 4g-j). 

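RNA from the gonadal WAT of 5 mice on the HFD and 6 mice on the HFD with IMC was sequenced from mRNA libraries made with a directional kit. Both groups were fed the 60% HFD for 20 weeks, and the diet of the IMC-treated mice contained 0.06% w/w IMC, a small molecule that blocks the microbial enzyme producing TMA from choline. The authors aligned the reads to mm10, counted them per gene, scaled the libraries by their upper quartile with edgeR and calculated log2 CPM, the read count relative to the scaled library size. They deposited these values for 12787 genes in each mouse under the gene symbol, beside the fold change and p of their own comparison. The upper quartile was 6.13 log2 CPM in every mouse. In all 11 mice, 100% of the values corresponded to a whole number of reads plus a small added constant, so the reads on the listed genes could be counted. HFD control mice had between 22320022 and 23635249 reads on these genes, with a median of 23128258. IMC-treated mice had between 22619505 and 25155366 reads, with a median of 23977247. The difference in reads between the groups was within the spread between mice (two-sided exact permutation test over all splits of the 11 mice, p = 0.154). A single read was worth between 0.0403 and 0.0450 CPM, and no listed gene had fewer than 5 reads in any mouse. Genes were compared between the groups with limma on the deposited log2 CPM, with a trend of the variance on the mean level. A positive log2 fold change means higher expression in IMC-treated mice. The sample labels name no sequencing batch and no cage, and the mouse numbers do not pair mice of the groups. Mice that may have shared a cage were therefore treated as independent in all tests.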

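The log2 CPM of the 12787 listed genes, centred per gene and not scaled, were entered into a principal component analysis of the 11 mice. The first principal component held 53.5% of the variance, the second 12.6% and the third 6.77%. On the first component, HFD control mice had a mean score of -21.0 ± 8.82 (SD, n = 5) and IMC-treated mice a mean score of 17.5 ± 8.92 (SD, n = 6). Scores of HFD control mice ranged from -31.8 to -10.9 and those of IMC-treated mice from 8.41 to 29.0, leaving a gap of 19.3, wider than the SD of either group. The difference of 38.4 between the group means was larger than in any other of the 462 possible splits of the mice (two-sided exact permutation test, p = 0.00216, the smallest p that 5 mice against 6 allow). On the second component, the group means differed by -5.86, within the spread between mice (same test, exact p = 0.392). The mean distance over all genes was 31.3 between HFD control mice, 32.7 between IMC-treated mice and 47.9 between mice of different groups. With each mouse left out in turn, the exact p of the first component was between 0.00476 and 0.00794, in each case the smallest p that the remaining mice allow. Scaling every gene to unit variance lowered the share of the first component to 41.2%, and the groups remained apart with the same exact p.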

Principal coordinate analysis (PCA) of RNA expression profiles showed clear separation of adipose gene expression between HFD control vs. HFD with IMC (Figure 1—figure supplement 4g). The most differentially expressed genes altered by IMC were enriched in common pathways of adipogenesis, fatty acid metabolism, inflammation, and cytokine signaling (Figure 1—figure supplement 4i). 

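Functional gene lists written by hand were tested on the deposited values, and 15 of the 17 lists had at least 3 listed genes. Each list was tested with the camera test of limma, which compares its genes with all other genes. In addition, the list score of each mouse, the mean over the list of log2 CPM centred per gene, was compared by a two-sided exact permutation test. The exact test does not compare a list with other genes. By camera, 9 lists had an adjusted p under 0.05, and by the exact test 12 lists did, both after Benjamini-Hochberg adjustment over the 15 lists. Of the 34 genes for adipocyte differentiation and storage, 31 were higher and 0 lower in IMC-treated mice at an adjusted p under 0.05 over all genes tested by limma. With Benjamini-Hochberg adjustment over the list alone, 31 were higher and 1 was lower by limma. The list score was -0.43 ± 0.22 (SD, n = 5) in HFD control mice and 0.36 ± 0.10 (SD, n = 6) in IMC-treated mice (exact permutation test, p = 0.00216). The camera test of limma gave this list a Benjamini-Hochberg adjusted p of 4.79e-16. For fatty acid metabolism, 29 of the 40 listed genes were higher and 2 lower over all genes, and 29 and 3 over the list alone. The score rose by 0.35 on the log2 scale with no overlap between the groups, and the camera test of limma gave a Benjamini-Hochberg adjusted p of 2.46e-09. The list for oxidative phosphorylation and the citric acid cycle had 21 of 31 genes higher and 0 lower, with a rise of its score of 0.21 (exact permutation test, p = 0.00649).
Of 30 listed genes for the inflammatory response, 2 were higher and 16 lower in IMC-treated mice, counted over all genes or over the list alone. The list score decreased by 0.29 on the log2 scale with overlap between the groups (exact permutation test, p = 0.0130), and the camera test of limma gave a Benjamini-Hochberg adjusted p of 0.000714. The 37 genes for cytokine signaling also had 2 higher and 16 lower genes. Their score was 0.08 ± 0.06 (SD, n = 5) in HFD control mice and -0.07 ± 0.05 (SD, n = 6) in IMC-treated mice, without overlap, while their Benjamini-Hochberg adjusted p by the camera test of limma was 0.0599. The list of macrophage genes had 22 of its 24 genes lower and 0 higher, and its score fell by 0.63 (exact permutation test, p = 0.00216). Complement genes had 13 of 23 lower and 4 higher, and their score fell by 0.20 (exact permutation test, p = 0.00433). Scores of the 34 interferon response genes overlapped between the groups and differed by -0.16, within the spread between mice (exact permutation test, p = 0.271).
Other splits of the mice also gave many lists past the camera threshold. Among 100 splits of the 11 mice into groups of 5 and 6, the real one included, 24 had at least as many lists past it. When the correlation between the genes of a list was estimated from the data in place of the default of 0.01, 0 lists had an adjusted p under 0.05 by the camera test of limma with Benjamini-Hochberg adjustment, and 1 had an unadjusted p under 0.05. Differences between mice of one group followed a similar pattern of genes. Across the 12729 genes outside the adipocyte and macrophage lists, the slope of log2 CPM on the difference between these list scores within groups had a Pearson r of 0.616 with the log2 fold change between groups. This correlation is across genes, which are not independent replicates, and no other of 100 reassignments of the scores within groups reached it (permutation p = 0.01, the smallest p they can give).

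**Figure D1:**
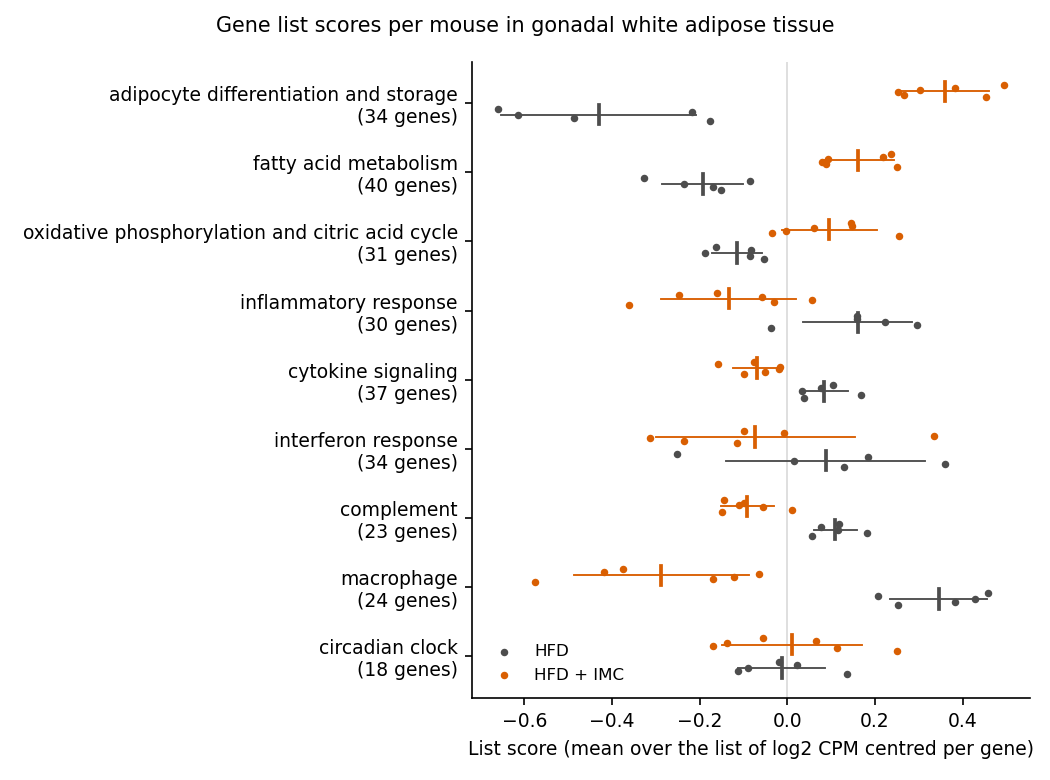
List score of each mouse (horizontal axis, mean over the list of log2 CPM centred per gene) for 9 gene lists (vertical axis), with HFD control mice in grey and IMC-treated mice in orange. Vertical marks are group means and horizontal lines their SD (n = 5 and 6). The groups are apart for the adipocyte, fatty acid, cytokine, complement and macrophage lists among others, and overlap for the inflammatory response, interferon and circadian clock lists.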

Collectively, these data demonstrate that gut microbe-targeted choline TMA lyase inhibition can protect mice from obesity and selectively reorganize host adipose tissue gene expression.

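Of the 12787 genes tested by limma, 5236 (40.9%) differed between the groups at a Benjamini-Hochberg adjusted p under 0.05. IMC-treated mice had higher expression of 2556 of them and lower expression of 2680. Most changes were small, with a median absolute log2 fold change of 0.36 among these genes. An absolute log2 fold change over 1 was found for 203 of the genes (3.88%), of which 153 were higher and 50 lower. The values of the groups did not overlap at all for 2951 genes (23.1% of those tested), where chance alone gives 0.433%. With each mouse left out in turn, between 4299 and 5125 genes passed the same threshold. Among 100 splits of the mice, only the real one gave as many genes, and the other splits gave at most 1089 genes, with a median of 0. The comparison deposited by the authors lists 5072 genes at an adjusted p under 0.05. The limma fit shared 4724 genes with it, all changed in the same direction, while 512 genes were called by limma only and 348 by the authors only.
The 10 genes with the largest changes among those without overlap were all higher in IMC-treated mice. Myh2, which encodes a skeletal muscle myosin heavy chain and lies on chromosome 11 of GRCm38 from 67171027 to 67197517, had the largest change. Its log2 CPM was -1.10 ± 0.28 (SD, n = 5) in HFD control mice and 1.92 ± 0.43 (SD, n = 6) in IMC-treated mice. The log2 fold change of Myh2 was 3.02 (SE 0.22, adjusted p = 1.07e-05 by limma with Benjamini-Hochberg adjustment). Trdn, which encodes triadin and lies on chromosome 10 from 33083483 to 33476709, had a log2 fold change of 2.66 (SE 0.24, adjusted p = 2.67e-05 by the same limma test with Benjamini-Hochberg adjustment). The Trdn interval overlaps 4 other annotated genes, and the paper's text does not name which strand setting was counted, so reads of these genes could have been counted together. Ldb3, which encodes a Z-disc protein and lies on chromosome 14 from 34526699 to 34590314, rose from 2.22 ± 0.34 (SD, n = 5) to 4.62 ± 0.27 (SD, n = 6) log2 CPM. Its log2 fold change was 2.40 (SE 0.16, adjusted p = 6.47e-06 by limma with Benjamini-Hochberg adjustment), and this adjusted p was the smallest of all genes. Of 41 muscle genes looked up in the table, 25 were not listed. Of the 16 listed, Myh2, Trdn and Ldb3 among them, 7 were higher and 0 lower at an adjusted p under 0.05 by limma. The score of this list rose by 0.66 (exact permutation test, p = 0.00216). The next genes by size were Gas2l2 (log2 fold change 1.96), Rasd1 (log2 fold change 1.83) and Cfd (log2 fold change 1.78), the last encoding the adipokine adipsin. They were followed by Klf14 (log2 fold change 1.64), Cdkl4 (log2 fold change 1.61), Asb5 (log2 fold change 1.61) and Fabp3 (log2 fold change 1.59). The intervals of Rasd1 and Fabp3 also overlap other annotated genes.

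**Figure D2:**
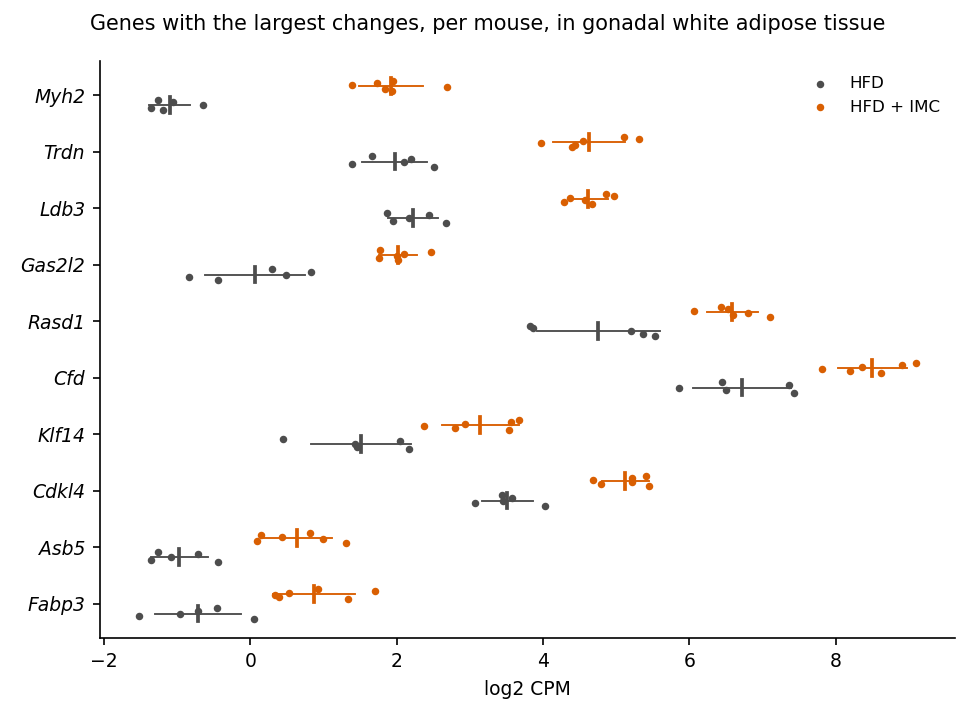
log2 CPM (horizontal axis) of the 10 genes with the largest changes (vertical axis) in each HFD control mouse (grey, n = 5) and each IMC-treated mouse (orange, n = 6). Vertical marks are group means and horizontal lines their SD. All values of the IMC-treated mice lie above those of the HFD control mice.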

**Figure 1.**
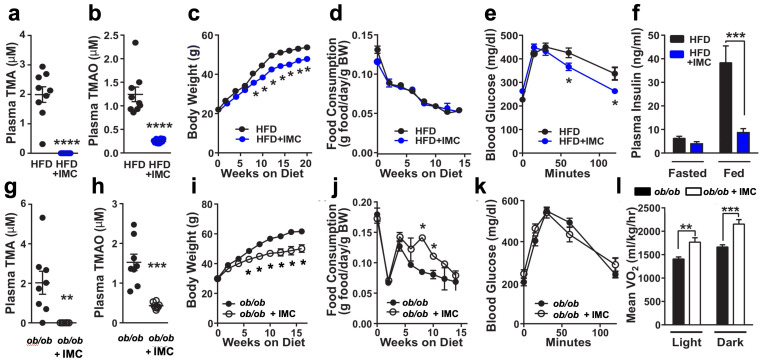
Small molecule choline trimethylamine (TMA) lyase inhibition improves obesity. Panels (**a–f**) and (**g–l**) represent data from control and iodomethylcholine (IMC)-treated high fat diet (HFD)-fed and *Lep^ob/ob^* mice (chow-fed), respectively. (**a**) and (**g**) Plasma TMA levels. (**b**) and (**h**) Plasma trimethylamine N-oxide (TMAO) levels. (**c**) and (**i**) Biweekly body weights. (**d**) and (**j**) Biweekly food consumption. (**e**) and (**k**) Glucose tolerance test. (**f**) Plasma insulin levels. (**l**) Average oxygen consumption. In panels (**a–e**) and (**g–k**), groups were compared using t-tests. In panels (**f** and** l**), groups were compared using two-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test. Significance is defined as: *, p < 0.05. **, p < 0.01. ***, p < 0.001, ****, p < 0.0001. n = 6–10 per group.

**Figure 1—figure supplement 1.**
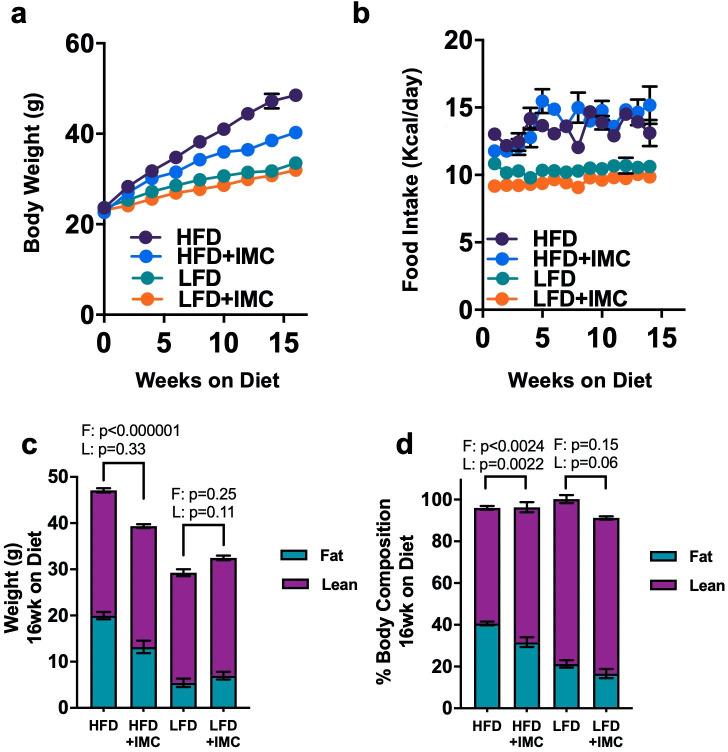
Iodomethylcholine (IMC) does not confer antiobesogenic properties in a low fat diet (LFD) context. Wildtype C57BL/6 mice were fed an LFD, LFD + 0.06% IMC in the drinking water, high fat diet (HFD), or HFD + 0.06% IMC in the drinking water starting at 6 weeks of age for a total of 16 weeks on diet. (**a**) Biweekly body weights and (**b**) food consumption. (**c**) Lean and fat mass after 16 weeks on diet represented in grams or (**d**) the percent body composition, respectively. In panels (**c** and** d**), groups were compared using two-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test. Error bars represent mean ± SEM (n = 10 per group).

**Figure 1—figure supplement 2.**
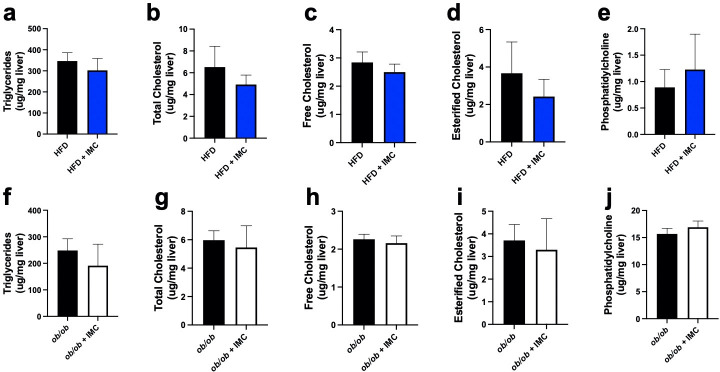
Iodomethylcholine (IMC) treatment does not alter hepatic steatosis in wildtype or genetically obese mice. Panels (**a–e**) and (**f–j**) represent data from control and IMC-treated high fat diet (HFD)-fed and *Lep^ob/ob^* mice (chow-fed), respectively. (**a** and **f**) Hepatic triglyceride levels. (**b** and** g**) Hepatic total cholesterol. (**c** and** h**) Hepatic-free cholesterol. (**d** and** i**) Hepatic esterified cholesterol. (**e** and** j**) Hepatic phosphatidylcholine. Panels (**a–e**) and (**f–j**) represent data from animals on diet for 20 and 16 weeks, respectively. Error bars represent mean ± SD (n = 6 per group).

**Figure 1—figure supplement 3.**
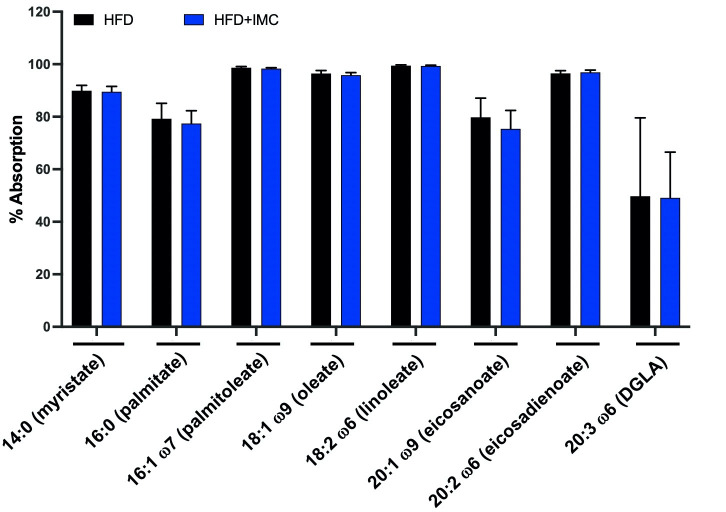
Iodomethylcholine (IMC) treatment does not impact intestinal fat absorption. After 10 weeks on high fat diet (HFD) alone or HFD-containing IMC, mice were single housed on wire bottom cages and fed 60% HFD with 5% sucrose polybehenate added (Research Diets, D19010910). During this period, mice on the HFD + IMC diet were provided with IMC in their drinking water. All feces was collected at the end of the 72 hr feeding study and dried (n = 15 per group).

**Figure 1—figure supplement 4.**
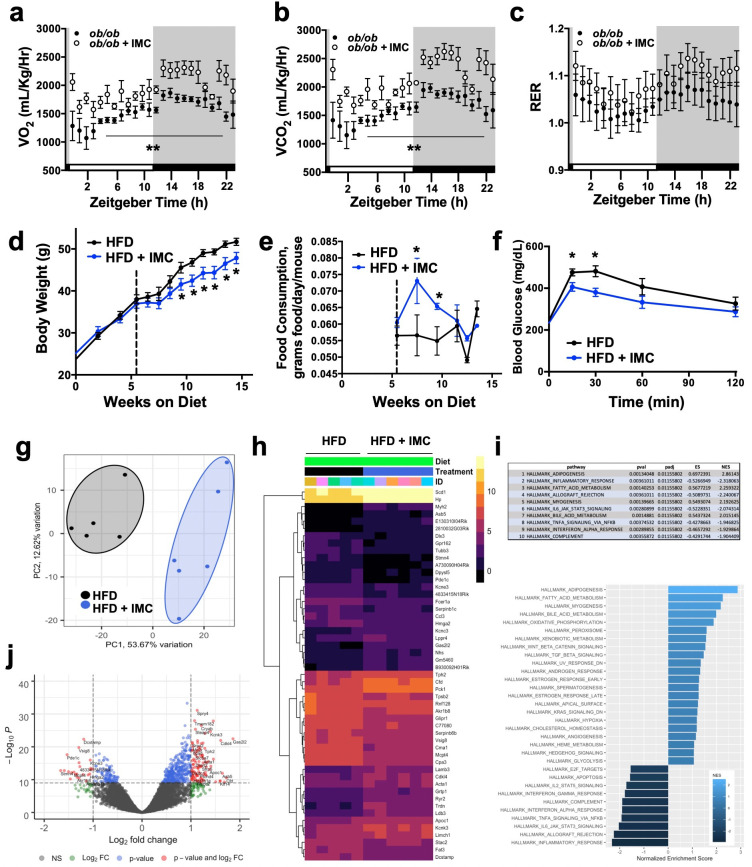
Choline trimethylamine (TMA) lyase inhibition increases energy expenditure and alters gene expression in white adipose tissue. Related to main text Figure 1. Panels (**a–c**) represent indirect calorimetry data from control and iodomethylcholine (IMC)-treated *Lep^ob/ob^* mice. (**a**) Oxygen consumption. (**b**) CO_2_ production. (**c**) Respiratory exchange ratio collected in the Oxymax CLAMS metabolic cage system. (d–f) C57BL6 mice fed a high fat diet (HFD) for 6 weeks to establish obesity (body weight >35 g); after 6 weeks of diet-induced obesity (DIO) mice were continued on HFD alone of HFD-containing IMC for another 10 weeks to test whether IMC can improve obesity-related phenotypes. (**d**) Body weight curve. (**e**) Food consumption after drug administration. (**f**) Glucose tolerance testing 8 weeks following IMC administration. (**g–k**) Male C57BL6/J mice were fed an HFD for 20 weeks and then gonadal white adipose tissue was collected for examination of global transcriptome alterations via RNA sequencing. (**g**) Principal component analysis. (**h**) Heatmap of most significantly altered mRNA transcripts. (**i**) Hallmark pathway analysis of differentially expressed genes (DEGs). (**j**) Volcano plot showing most significantly up- and down-regulated transcripts.

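The names of 51 genes were read by eye in the heat map of Figure 1—figure supplement 4h, where the methods state the top 50 transcripts. All 51 are listed in the deposited table. Each of them had an adjusted p under 0.05 in the limma test with Benjamini-Hochberg adjustment, the largest being 0.00179. Of these genes, 25 were higher and 26 lower in IMC-treated mice, and the values of the groups did not overlap for 49 of them. Their smallest absolute log2 fold change was 0.94, and 35 of them were among the 50 genes with the largest absolute log2 fold changes. By p, 11 of them were among the 50 first genes of the authors' comparison and 6 among the 50 first of the limma test. In the volcano plot of Figure 1—figure supplement 4j, 15 gene names could be read. The deposited table lists 14 of them, of which 9 were higher and 5 lower, each at an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. These names were also read by eye, so the name that is not listed could have been misread. The authors drew the genes of both panels as altered in these same mice. That they passed here largely follows from that choice and is not independent support.
Of the genes read in the volcano plot, Spry4 had the smallest p, with a log2 fold change of 1.12 (SE 0.08), followed by Tmem182 with 1.08 (SE 0.08) and Cryab with 1.21 (SE 0.10). Lamb3, drawn in the heat map, rose by 1.47 on the log2 scale (SE 0.13), and Hp, which encodes haptoglobin, rose by 1.31 (SE 0.18). Among the genes that were lower, the log2 fold change was -1.21 (SE 0.12) for Dcstamp, -1.31 (SE 0.14) for Vsig8 and -1.58 (SE 0.23) for Pde1c. Stmn4 had a log2 fold change of -1.60 (SE 0.29) with overlap between the groups. The chemokine gene Ccl3 had a log2 fold change of -1.02 (SE 0.14), and its interval overlaps another annotated gene. Among the mast cell protease genes in the heat map, Cma1 had 6.93 ± 0.51 log2 CPM (SD, n = 5) in HFD control mice and 5.38 ± 0.42 (SD, n = 6) in IMC-treated mice. Cpa3 fell from 7.02 ± 0.45 (SD, n = 5) to 5.60 ± 0.40 log2 CPM (SD, n = 6), and Mcpt4 from 7.09 ± 0.51 (SD, n = 5) to 5.76 ± 0.30 (SD, n = 6). Cma1 and Mcpt4 belong to a family of near-identical proteases among which the counting could have split reads, so their values are uncertain. The intervals of Pde1c, Cryab, Lamb3 and Cpa3 overlap other annotated genes. The limma calls of the genes named here from the heat map and the volcano plot were kept in all 11 fits that each left out a mouse.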

**Figure 1—figure supplement 5.**
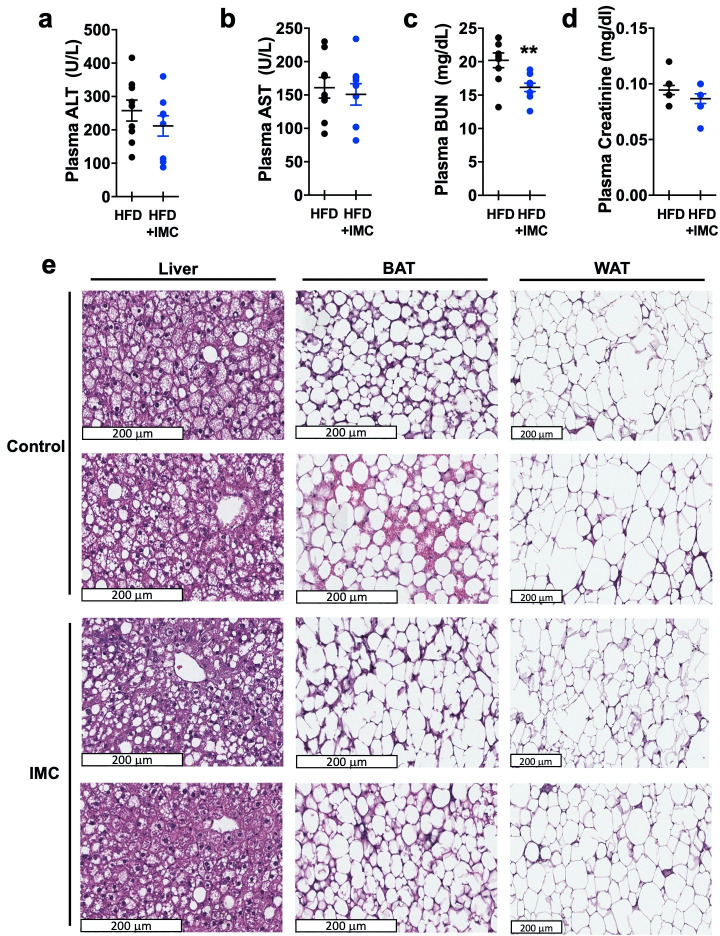
Iodomethylcholine (IMC) supplementation does not lead to morphological changes in liver or adipose tissues and does not promote hepatic or renal toxicity. Wildtype male C57BL/6 mice were fed a high fat diet (HFD) or HFD + 0.06% IMC starting at 6 weeks of age for a total of 20 weeks on diet. (**a–b**) Plasma alanine aminotransferase (ALT) and aspartate transaminase (AST) were measured after 20 weeks on diet. (**c, d**) Plasma blood urea nitrogen (BUN) and creatinine were measured after 20 weeks on diet. (**e**) Six-week-old male *Lep^ob/ob^* mice were fed a chow diet or chow + 0.06% IMC for 16 weeks at which point liver, white adipose tissue (WAT), and brown adipose tissue (BAT) were collected and stained with H&E after formalin fixation.

### Choline TMA lyase inhibition facilitates alterations of the gut microbiome

One theoretical advantage of non-lethal microbe-targeted choline TMA lyase inhibitors, compared to antibiotic therapies, is that microbiome restructuring effects of the drug are expected to primarily target the species that rely on choline as a carbon or nitrogen source (Maier et al., 2018). Therefore, we next examined whether IMC treatment was associated with alterations in choline utilizers and other members of the gut microbiome community that may contribute to improvement in obesity-related metabolic disturbances. IMC treatment in HFD-fed mice resulted in significant restructuring of the cecal microbiome at every taxonomic level (Figure 2a–e). PCA of microbial taxa revealed distinct clusters, indicating that IMC promoted restructuring of the cecal microbiome (Figure 2a). At the phylum level, HFD-fed IMC-treated mice had large increases in Verrucomicrobia and Bacteroidetes, and significant reductions in Firmicutes (Figure 2b and c). Of note, the ratio of Firmicutes to Bacteroidetes, which has been correlated with obesity in both humans and mice (Bäckhed et al., 2004; Ley et al., 2005; Turnbaugh et al., 2006; Turnbaugh et al., 2009), is significantly reduced by IMC treatment of the HFD-fed mice (Figure 2c). Performance of linear discriminant analysis coupled with effect size measurements (LEfSe analysis) revealed that IMC promoted significant reductions in the proportions of the taxa Desulfovibrionaceae, Butyrovibrio, Bilophia, Peptococcaceae, and Dorea, and increases in Odoribacter, Roseburia, and several members of the Clostridiaceae family (Figure 2d). We also examined whether the proportions of cecal genera were significantly correlated with plasma TMA, body weight, and glucose tolerance in DIO mice, and found that increases in *Akkermansia* and reductions in *Bilophila* were significantly correlated with plasma TMA level, and similar yet non-significant trends were found with body weight and glucose tolerance (Figure 2e). Remarkably, IMC rapidly reorganized the gut microbiome within 48 hr of the first drug exposure, and similar changes were seen after 6 days (Figure 2—figure supplement 1a, b) and a chronic treatment of 20 weeks (Figure 2). Similar to HFD-fed mice (Figure 2a–e), IMC also significantly altered the cecal microbiome in *Lep^ob/ob^* mice (Figure 2f-i). In *Lep^ob/ob^* mice, IMC significantly reduced the proportions of Adlercreutzia, Rikenellaceae, Peptococcaceae, and Clostridiales, while increasing levels of Molicutes, *Allobaculum*, Peptostreptococcaceae, and *Akkermansia* (Figure 2g–h). Correlation analysis in *Lep^ob/ob^* mice revealed that IMC-induced alterations in *Akkermansia*, Clostridiales, and *Allobaculum* were significantly associated with circulating TMA and body weight (Figure 2i). Notably, in both the *Lep^ob/ob^* and DIO models, the large increase in the proportions of Verrucomicrobia phylum seen with IMC are largely explained by increased level of *Akkermansia muciniphila*, which has been pursued as a therapeutic probiotic species for diabetes amelioration in other studies (Everard et al., 2013; Shin et al., 2014; Org et al., 2015) and is correlated to TMA and body weight phenotypes in the current study. Collectively, these data demonstrate that inhibition of gut microbial choline to TMA transformation with a selective non-lethal small molecule inhibitor promotes striking alterations of the gut microbiome that may contribute in part to improvements in energy metabolism and obesity observed in the host.

**Figure 2.**
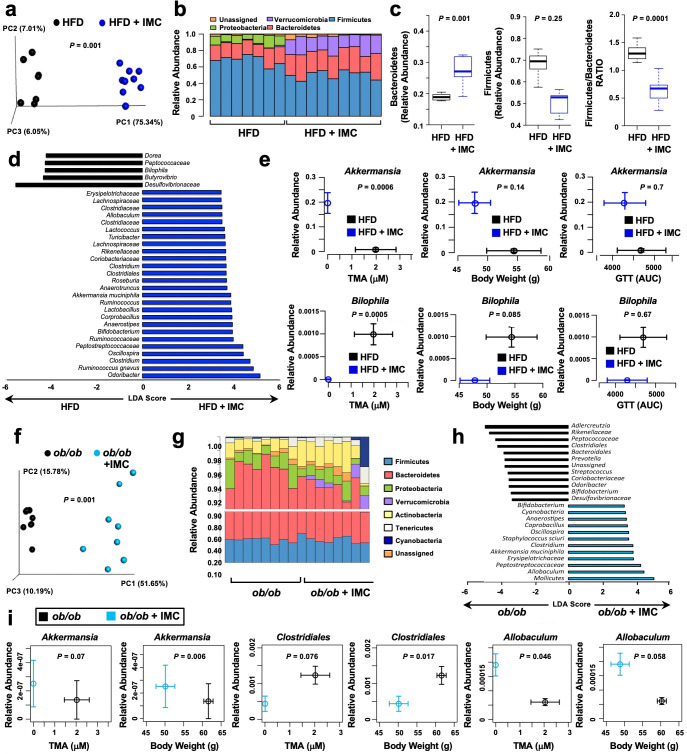
Small molecule trimethylamine (TMA) lyase inhibition alters the gut microbiome. Panels (**a–e**) and (**f–i**) represent data from control and iodomethylcholine (IMC)-treated high fat diet (HFD)-fed and *Lep^ob/ob^* mice (chow-fed), respectively. (**a** and** f**) Principal coordinate analysis plot of microbiota profiles built from weighted Unifrac distances. Each point represents a single sample from a single mouse. Positions of points in space display dissimilarities in the microbiota, with points further from one another being more dissimilar. (**b** and** g**) Barplot of cecal microbiota at the phylum level. Each bar represents an individual mouse and each color an individual phylum. (**c**) Relative abundance of Firmicutes, Bacteroidetes, and the Firmicutes to Baceteroidetes ratio. The boxes represent the 25th and 75th quartiles, and the line displays the median value within each group. Points extending beyond the lines are outliers defined as values greater or less than 1.5 times the interquartile range. (**d** and** h**) Linear discriminatory analyses plot of taxa differing significantly with IMC treatment. (e and i) Correlation between taxa and plasma TMA levels, body weight, and glucose tolerance (HFD-fed mice only). Values in both X and Y directions are plotted as mean ± SEM.

**Figure 2—figure supplement 1.**
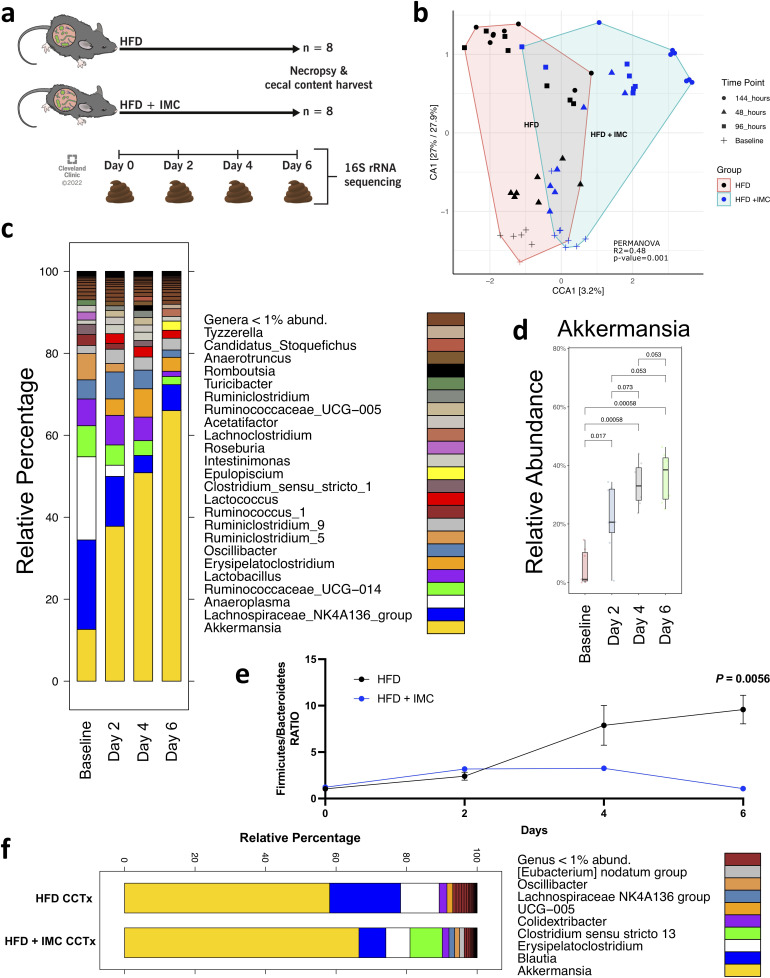
Iodomethylcholine (IMC) supplementation leads to rapid kinetic changes in the gut microbiome community structure. Wildtype male C57BL/6 mice were fed a high fat diet (HFD) control diet, or HFD + 0.06% IMC for 6 days. Fecal pellets were collected every 48 hr for 6 days for 16S rRNA sequencing analysis. (**a**) Schematic representation of experimental design. (**b**) Principal coordinate analysis comparing HFD vs. HFD+ IMC beta diversity of fecal 16S rRNA profiles (n = 7–8). (**c**) Stacked bar chart representing genera-level relative abundance of the HFD + IMC fecal microbiome over time (n = 7–8). (**d**) Relative abundance of *Akkermansia* within the HFD + IMC fecal microbiome over time with statistical analysis performed using analysis of variance (ANOVA) (n = 7–8). (**e**) Firmicutes to Bacteroidetes ratio over time after cleansing data of statistical outliers using the ROUT method (Q = 1%). Significance between groups was calculated using Student’s t-test with Welch correction and Holm-Šídák method for multiple comparisons. Data are presented as mean with error bars representing SEM (n = 4–7). (**f**) Stacked bar chart representing the pooled cecal contents of HFD and HFD + IMC mice to be used for gnotobiotic colonization studies (n = 8).

**Figure 2—figure supplement 2.**
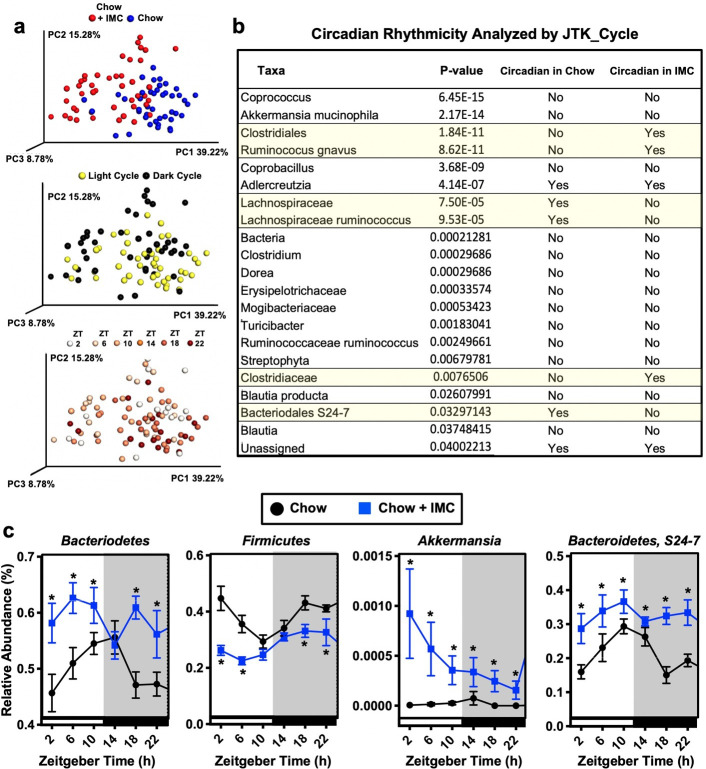
Trimethylamine (TMA) lyase inhibition beneficially improves circadian oscillations in gut microbial communities. Related to main text Figure 2. Wildtype male C57BL/6J mice were fed chow or chow supplemented with the choline TMA lyase inhibitor iodomethylcholine (IMC) for 7 days. Mice were then necropsied at 4 hr intervals to collect cecum for 16S-based microbiome analyses. (**a**) Principal coordinate analysis (Bray-Curtis) comparing chow vs. chow + IMC, light cycle vs. dark cycle, and across all zeitgeber (ZT) time points. (**b**) Identification of cyclic taxa whose relative abundance also differed significantly between groups (highlighted in yellow). FDR-corrected p-values for treatment effect (two-way analysis of variance [ANOVA]) are shown. Circadian rhythmicity of cecal microbial taxa was analyzed using JTK_Cycle. (**c**) Relative abundance of key IMC-altered taxa that are circadian in nature (n = 7–8); significance between groups at specified ZT time points was compared using Student’s t-test (p < 0.05).

### The gut microbial TMAO pathway regulates host circadian rhythms

Although there is clear evidence that TMAO can directly impact cell signaling in macrophages (Seldin et al., 2016), endothelial cells (Seldin et al., 2016), and platelets (Zhu et al., 2016), it is still incompletely understood how the TMAO pathway is mechanistically linked to all of these common obesity-related diseases. Because of the recent appreciation of the gut microbiome as a coordinator of host metabolism and obesity-related phenotypes (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015), we hypothesized that the metaorganismal TMAO pathway regulates host circadian rhythms to impact obesity and its associated cardiometabolic complications. The data that led us to this possibility includes: (1) misalignment of the host circadian clock is associated with the same human diseases that the TMAO pathway has been linked to Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015, (2) the gut microbiome oscillates in a circadian manner and this is highly sex specific (similar to the TMAO pathway) (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014), and (3) disruption of the host circadian core clock machinery promotes gut microbial ‘dysbiosis’ and alters circulating levels of gut-derived metabolites (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015). Given these clear overlaps, we investigated whether different substrates and regulatory genes within the TMAO pathway exhibited circadian rhythmicity. Indeed, we found that several nodes within the gut microbial TMAO pathway showed strong diurnal oscillations in mice (Figure 3a). Plasma levels of both choline, carnitine, and TMA were relatively low during the light cycle, and peak at the beginning of the dark cycle when mice are most active and consuming food (Figure 3a). However, TMAO showed more modest oscillatory behavior (Figure 3a and Figure 3—figure supplement 1a,d). We also found that the hepatic expression of flavin-containing monooxygenase 3 (*Fmo3*) is quite low during the day but increases 6-fold during the early dark cycle (Figure 3a). However, this pattern for *Fmo3* expression is opposite in WAT (Figure 4—figure supplement 1g). Unexpectedly, we identified a tissue-specific circadian rhythms in the host TMA receptor (trace amine-associated receptor 5; *Taar5*) (Figure 3a). It is important to note that *Taar5* oscillation specifically occurs in skeletal (Figure 3a; Figure 3—figure supplement 1c,d; Figure 4—figure supplement 1e) and cardiac muscle (Figure 4—figure supplement 1f), and shows no oscillatory behavior in the olfactory bulb (Figure 4—figure supplement 1g), where it is important for sensing the ‘fishy odor’ smell of TMA (Thaiss et al., 2016; Wang et al., 2017). Collectively, these data suggest that the gut microbial TMAO pathway dynamically oscillates in a circadian manner.

**Figure 3.**
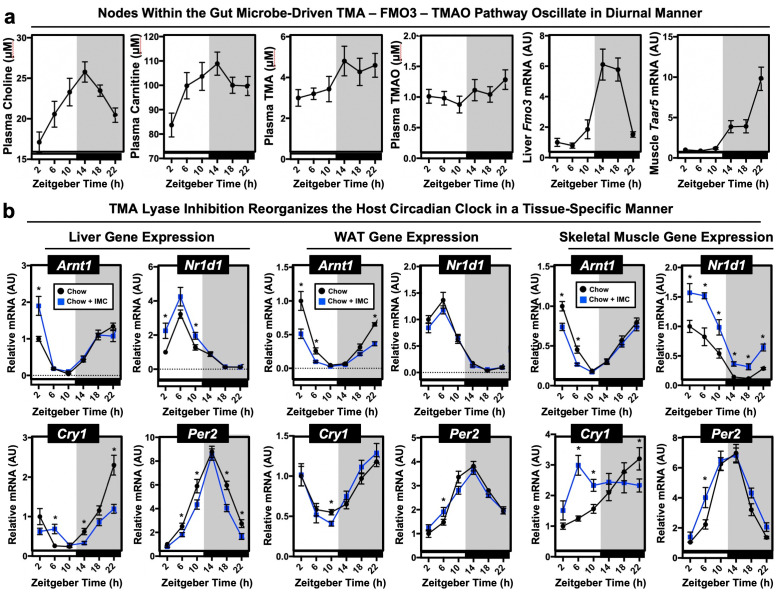
Nodes within the metaorganismal trimethylamine N-oxide (TMAO) pathway show diurnal rhythmicity and choline trimethylamine (TMA) lyase inhibition alters the host circadian clock. Wildtype male chow-fed C57BL/6J mice were necropsied at 4 hr intervals to collect plasma and tissue over a 24 hr period. (**a**) Plasma choline, L-carnitine, TMA, TMAO were quantified by liquid chromatography with online tandem mass spectrometry (LC-MS/MS); hepatic expression of *Fmo3* mRNA or gastrocnemius muscle expression of *Taar5* mRNA was quantified via quantitative PCR (qPCR) (n = 7–8). (**b**) Wildtype male C57BL/6J mice were fed chow or chow supplemented with the choline TMA lyase inhibitor iodomethylcholine (IMC) for 7 days. Mice were then necropsied at 4 hr intervals to collect liver, gonadal white adipose tissue, or gastrocnemius skeletal muscle. We then performed qPCR to examine the mRNA expression in liver, white adipose, and gastrocnemius skeletal muscle of key circadian clock regulators including aryl hydrocarbon receptor nuclear translocator like (*Arntl;* BMAL1), nuclear receptor subfamily one group D member 1 (*Nr1d1*; RevErbα), cryptochrome 1 (*Cry1*), or period 2 (*Per2*) (n = 7–8). Significance (p < 0.05) between diet groups at specified zeitgeber (ZT) time points was compared using Student’s t-tests.

**Figure 3—figure supplement 1.**
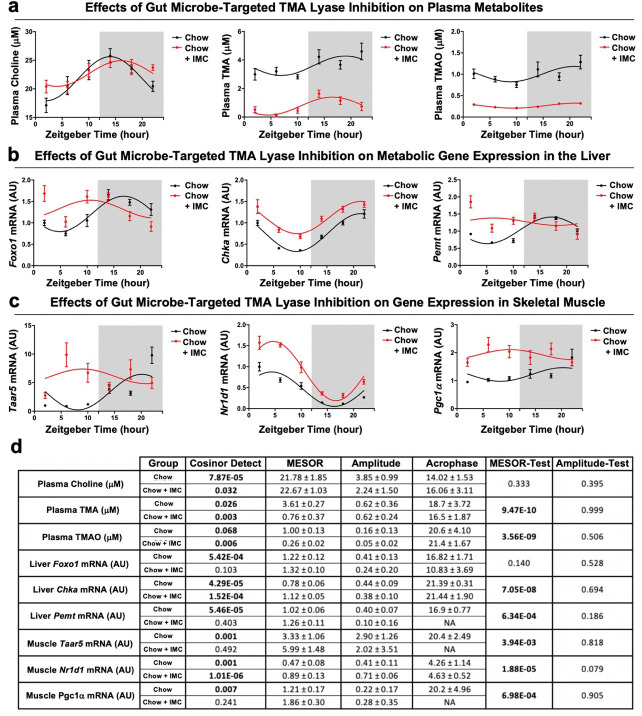
Trimethylamine (TMA) lyase inhibition alters the circadian rhythmicity of host metabolism-associated gene expression. Related to main text Figure 3. Wildtype male C57BL/6J mice were fed chow or chow supplemented with the choline TMA lyase inhibitor iodomethylcholine (IMC) for 7 days. Mice were then necropsied at 4 hr intervals to collect blood and metabolic tissues (liver and gastrocnemius skeletal muscle). (**a**) Plasma levels of choline, TMA, and trimethylamine N-oxide (TMAO). (**b**) The relative mRNA expression of forkhead box protein O1 (*Foxo1*), choline kinase α (Chkα), phosphatidylethanolamine *N*-methyltransferase (*Pemt*) in the liver over a 24 hr period. (**c**) The relative mRNA expression of the TMA receptor trace amine-associated receptor 5 (*Taar5*), nuclear receptor subfamily one group D member 1 (*Nr1d1*; RevErbα), and peroxisome proliferator-activated receptor gamma coactivator 1α (Pgc1α) in the gastrocnemius muscle over a 24 hr period. (**d**) Circadian parameters (MESOR, amplitude, and acrophase) were determined by cosinor analysis with a 24 hr period in plasma, liver, and skeletal muscle. The overall fit for each model is shown in cosinor detect, and a Wald multivariate test was used to compare circadian parameters between groups. All data represent mean ± SEM (n = 7–8 per group).

**Figure 3—figure supplement 2.**
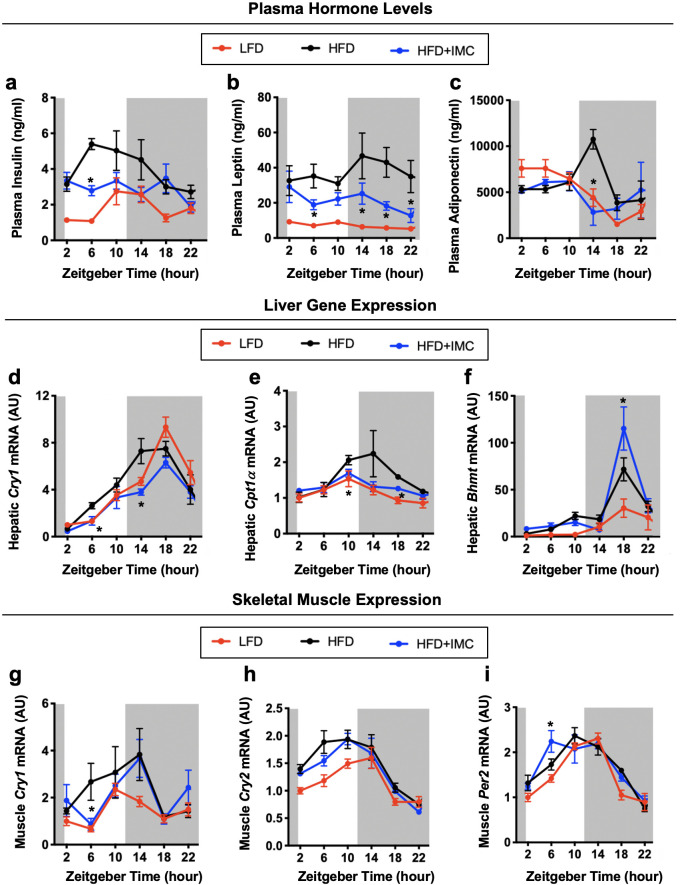
Iodomethylcholine (IMC) treatment significantly alters the circadian oscillations in metabolic hormones and gene expression in high fat diet (HFD)-fed mice. Wildtype C57BL/6J mice were fed a low fat diet (LFD), HFD, or HFD supplemented with the choline trimethylamine (TMA) lyase inhibitor IMC for 5 weeks. Panels (**a–c**) Plasma insulin (**a**), leptin (**b**), and adiponectin (**c**) levels at different time points after 5 weeks on diet. Panels (d–f) Hepatic mRNA levels for (**d**) cryptochrome 1 (*Cry1*), (**e**) carnitine palmitoyl transferase 1α (*Cpt1α*), and (**f**) betaine homocysteine methyltransferase (*Bhmt*). Panels (**g–i**) Skeletal muscle mRNA levels for (**g**) cryptochrome 1 (*Cry1*), (**h**) cryptochrome 2 (*Cry2*), and (**i**) period 2 (*Per2*). * = Significantly different (p < 0.05) compared to the HFD control group at specified zeitgeber (ZT) time points was compared using Student’s t-tests (n = 5 per group, per time point).

### Gut microbe-targeted inhibition of TMA production rewires host-microbe metabolic crosstalk

To determine whether TMA or TMAO could potentially serve as a gut microbe-derived signal to entrain the host circadian clock, we treated a set of mice with IMC acutely (7 days) and examined effects on the core clock machinery as well as clock-mediated regulation of host metabolism. In this circadian study, IMC treatment effectively lowered circulating TMA and TMAO at every time point, yet there were still highly rhythmic low levels of plasma TMA and TMAO observed, possibly originating from microbial metabolism of non-choline (i.e., carnitine, γ-butyrobetaine, betaine, trimethyllysine) nutrient sources via microbial enzymes that are not inhibited by IMC (Li et al., 2013; Wallrabenstein et al., 2013; Zhu et al., 2014; Figure 3—figure supplement 1a, d). Unexpectedly, provision of IMC altered the expression of core clock transcription factors in a highly tissue-specific manner. In the liver, microbial choline TMA lyase inhibition modestly increased the peak amplitude of the core clock transcription factors *Bmal1* and *Nr1d1* yet blunted the rhythmic expression of *Cry1* (Figure 3b). In WAT, choline TMA lyase inhibition blunted the peak amplitude of *Bmal1* (Figure 3b). However, in skeletal muscle, we found the most striking differences in the core clock machinery where IMC-treated mice showed marked increases at all time points for *Nr1d1* and a near-complete phase shift for *Cry1* (Figure 3b; Figure 3—figure supplement 1c, d). Prior studies have confirmed that IMC is poorly absorbed in the host and selectively accumulates in gut microbiota (Roberts et al., 2018; Gupta et al., 2020). It is tempting to speculate that the circadian oscillations in skeletal muscle are highly drug responsive due in part to the fact that the TMA receptor *Taar5* oscillates there (Figure 3a; Figure 3—figure supplement 1c, d) to sense TMA and is not a ‘direct’ result of IMC per se, but rather an effect of IMC on gut microbial production of TMA. Critically, IMC does not alter the expression of core clock genes in areas of the central nervous system like the olfactory bulb where *Taar5* is abundantly expressed throughout the day and does not oscillate diurnally. Also, in mice fed a HFD to induce obesity, we found that IMC treatment significantly altered the oscillatory patterns of key host metabolic hormones insulin, leptin, and adiponectin (Figure 3—figure supplement 2a-c), which is likely to play a modulatory role in downstream lipid metabolic phenotypes. Furthermore, in HFD-fed mice IMC treatment altered the circadian oscillation in gene expression for cryptochrome 1 (*Cry1*) and period 2 (*Per2*) and key genes involved in lipid metabolism including carnitine palmitoyl transferase 1α (*Cpt1α*) and betaine homocysteine methyltransferase (*Bhmt*) (Figure 3—figure supplement 2d-i).

Recent literature has demonstrated that the composition of the gut microbiome is also under circadian regulation (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014). These reports show that even at the phylum level, bacterial communities oscillate in a highly circadian manner, and gut microbe community oscillation can impact host metabolic rhythms that are linked to human disease (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014). However, there is almost nothing known regarding what regulates this diurnal rhythm in gut microbial communities. Here, we demonstrate that microbial production of TMA, as modulated by the choline TMA lyase inhibitor IMC, has striking effects on circadian oscillations in gut microbial communities (Figure 2—figure supplement 2a-c). PCA revealed distinct group clusters, indicating that IMC promoted restructuring of the cecal microbial community composition in a circadian manner (Figure 2—figure supplement 2a). At the phylum level, IMC treatment results in large relative increases in Bacteroidetes, while lowering the overall levels of Firmicutes at all time points (Figure 2—figure supplement 1e, Figure 2—figure supplement 2c). Interestingly, IMC treatment promoted a significant increase in the abundance of *A. muciniphila*, proportions of which have been reported to be inversely correlated with body weight and insulin sensitivity in numerous studies in both rodents and humans (Everard et al., 2013; Shin et al., 2014; Org et al., 2015; Figure 2b, d, g and h, Figure 2—figure supplement 1c, d, Figure 2—figure supplement 2c). In addition, IMC treatment increased the level of S24-7 Bacteroidetes family members, which have recently been reported to be depleted in several mouse models of obesity-related metabolic disturbance (Koeth et al., 2014; Li et al., 2018; Lieber et al., 2019; Figure 2—figure supplement 2c). Collectively, these data demonstrate that gut microbial production of TMA may be an important cue to impact the diurnal oscillations in gut microbial community structure and metabolic function in the host.

To understand how choline TMA lyase inhibition altered host metabolic processes in an unbiased way, we performed untargeted plasma metabolomics across a 24 hr period in IMC-treated mice (Figure 4). This large circadian metabolomics dataset was initially evaluated for any large-scale trends utilizing selective paired ion contrast analysis (SPICA) (Liu et al., 2019) to identify key zeitgeber (ZT) time points where IMC elicited the most significant alterations in the plasma metabolome (Figure 4a). SPICA was utilized based on its unique ability to highlight subtle changes in the metabolome via analysis of metabolite pairs, which vastly reduces normalization issues endemic to mass spectrometry derived small molecule datasets (i.e., untargeted metabolomics). This approach delivers a more comprehensive picture of the overall metabolomic signature in TMA-regulated host circadian clock compared to the traditional single-metabolite oriented metabolomic data tools. Although there were clear IMC-induced metabolomic alterations at every time point, the most significant alterations were seen during the ZT10 to ZT14 transition, which coincides with the light to dark transition when mice typically begin to forage for food. Focusing on the ZT14 time point, we observed a large number of differentially abundant metabolites in the IMC-treated group that were in common pathways of lipid and lipoprotein metabolism, phase II conjugation, and other various macronutrient metabolic pathways (Figure 4b and c). In particular, we found that choline TMA lyase inhibition was associated with alterations in diurnal rhythms of phosphatidylcholine (PC) co-metabolites (Figure 4d). Gut microbial TMA lyase inhibition caused near-complete circadian phase shifts for two PC species (16:0/22:6 and 18:1/18:1), and two saturated species (16:0 and 18:0) of lysophosphatidylcholine (LPC), which showed robust oscillatory behavior distinct from control mice (Figure 4d). Furthermore, we found that the oscillatory behavior of genes involved in PC synthesis including choline kinase α (CKα) and phosphatidylethanolamine methyltransferase (PEMT) were significantly altered in TMA lyase inhibited mice (Figure 3—figure supplement 1b, d). It is important to note that IMC did not alter key plasma hormones (corticosterone or insulin) or lipids (non-esterified fatty acids) that are known to have strong effects on phospholipid metabolism themselves (Figure 4—figure supplement 1a, b). Collectively, these data suggest that gut microbial TMA production from the choline TMA lyase CutC is a critical determinant of host circadian rhythms in PC homeostasis.

**Figure 4.**
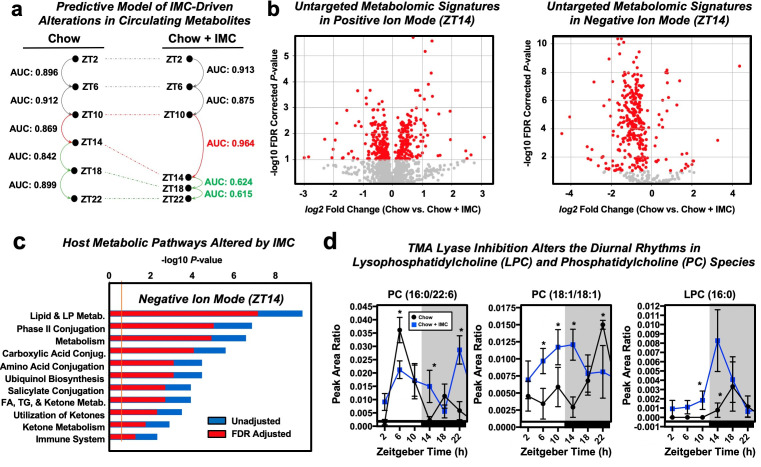
Small molecule inhibition of choline trimethylamine (TMA) lyases impacts circadian oscillations in choline-containing phospholipids in the host circulation. Wildtype male C57BL/6J mice were fed chow or chow supplemented with the choline TMA lyase inhibitor iodomethylcholine (IMC) for 7 days. Mice were then necropsied at 4 hr intervals to collect blood and tissue, and plasma time points were subjected to liquid chromatography with online tandem mass spectrometry (LC-MS/MS)-based untargeted metabolomics (n = 7–8). (**a**) Selective paired ion contrast analysis (SPICA) (Lieber et al., 2019) was used to identify time points where the plasma metabolome was most dramatically altered by IMC treatment compared to zeitgeber-matched controls. Pairwise analysis was conducted between all adjacent time points for the control and IMC treatment groups, resulting in a total of 10 comparisons made (five for Chow and five for Chow + IMC). Differences in the global plasma metabolome for each pairwise comparison were quantified via receiver operating characteristic (ROC) curve construction and area under the curve (AUC) calculations via Monte Carlo cross validation procedures in SPICA (Lieber et al., 2019) revealed that IMC most dramatically altered the plasma metabolome during the transition from ZT10 to ZT14. As a result, subsequent data analyses focused on this T10 to T14 transition, which also coincided with the light to dark phase transition and when the mice began to eat. (**b**) Volcano plots of the significantly altered metabolites (red) in positive and negative ion mode at the ZT14 time point. (**c**) Pathway analysis of data collected in negative ion mode at ZT14 reveals that IMC alters host lipid and lipoprotein metabolism among other metabolic pathways. (**d**) Relative plasma levels of phosphatidylcholine (PC) and lysophosphatidylcholine (LPC) species are altered by IMC.

**Figure 4—figure supplement 1.**
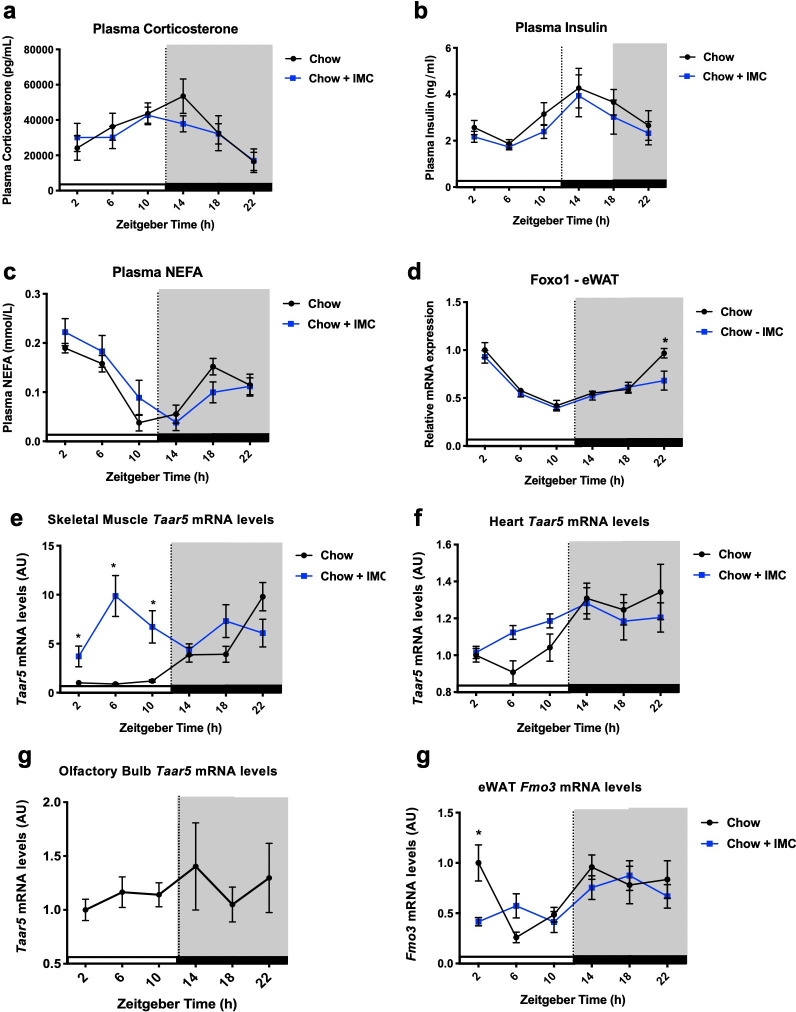
Choline trimethylamine (TMA) lyase inhibition impact on the circadian rhythmicity of host hormone levels and gene expression. Related to main text Figure 4. Wildtype male C57BL/6J mice were fed chow or chow supplemented with the choline TMA lyase inhibitor iodomethylcholine (IMC) for 7 days. Mice were then necropsied at 4 hr intervals to collect blood/plasma. (**a**) Plasma corticosterone levels were measured via ELISA. (**b**) Plasma insulin levels were measured by ELISA. (**c**) Plasma non-esterified fatty acid (NEFA) levels were measured via enzymatic assay. (**d**) *Foxo1* mRNA levels in epidydimal white adipose tissue (eWAT). (**e**) *Taar5* mRNA levels in gastrocnemius skeletal muscle. (**f**) *Taar5* mRNA levels in the heart. (**g**) *Taar5* mRNA levels in the olfactory bulb in chow-fed mice. (**h**) *Fmo3* mRNA level in eWAT. Significance between groups (n = 7–8) at each zeitgeber time point was compared using Student’s t-test (p < 0.05).

### Choline TMA lyase inhibition-induced alterations in the gut microbiome reduce adiposity and alter host circadian rhythms

Given the consistent and profound effects of choline TMA lyase inhibition on the gut microbial community (Figure 2, Figure 2—figure supplement 1), we sought to determine if the observed phenotypes could be attributed to these changes by colonizing germ-free mice with cecal contents from HFD- or HFD + IMC-fed donor mice (Figure 5a). Gut microbial communities display circadian changes and microbes transplanted from mice receiving choline TMA lyase inhibitors results in significant taxonomic differences from mice receiving control microbiota (Figure 5b–d). Interestingly, the gut microbial community from HFD + IMC mice conferred reduced visceral adiposity to donor mice challenged with 8 weeks of HFD and these effects are independent of body weight, liver weight, and TMA/TMAO production (Figure 5e–i). Additionally, the transplanted cecal microbiota from HFD + IMC mice altered gene expression in a tissue-specific manner in alignment with our other studies (Figure 3b). Specifically, the expression of multiple circadian genes in the skeletal muscle, including *Nr1d1*, *Cry1*, *Cry2*, and *Per2,* was significantly reduced by the HFD + IMC microbiota at ZT14, the same time point that was highlighted in our unbiased metabolomics analysis (Figure 5j, Figure 4). In WAT, *Foxo1* expression was significantly increased at ZT14 vs. ZT2 only in mice that received an HFD cecal microbiota and in contrast *Adrb1* was increased at ZT14 in mice colonized with an HFD + IMC microbiota, but not those with the HFD gut microbes (Figure 5k). It is important to note that the cecal microbial transfer experiments into germ-free mice (Figure 5) were on a slightly different light cycle (14:10) compared to all other studies (12:12), which was necessitated by our gnotobiotic facility standard operating procedures. It remains possible that this lighting change may alter some of the circadian and metabolic phenotypes under study. Collectively, these findings further demonstrate the role of the gut microbiota in host physiology and as a therapeutic target through which pharmacological intervention may be deliberately directed.

**Figure 5.**
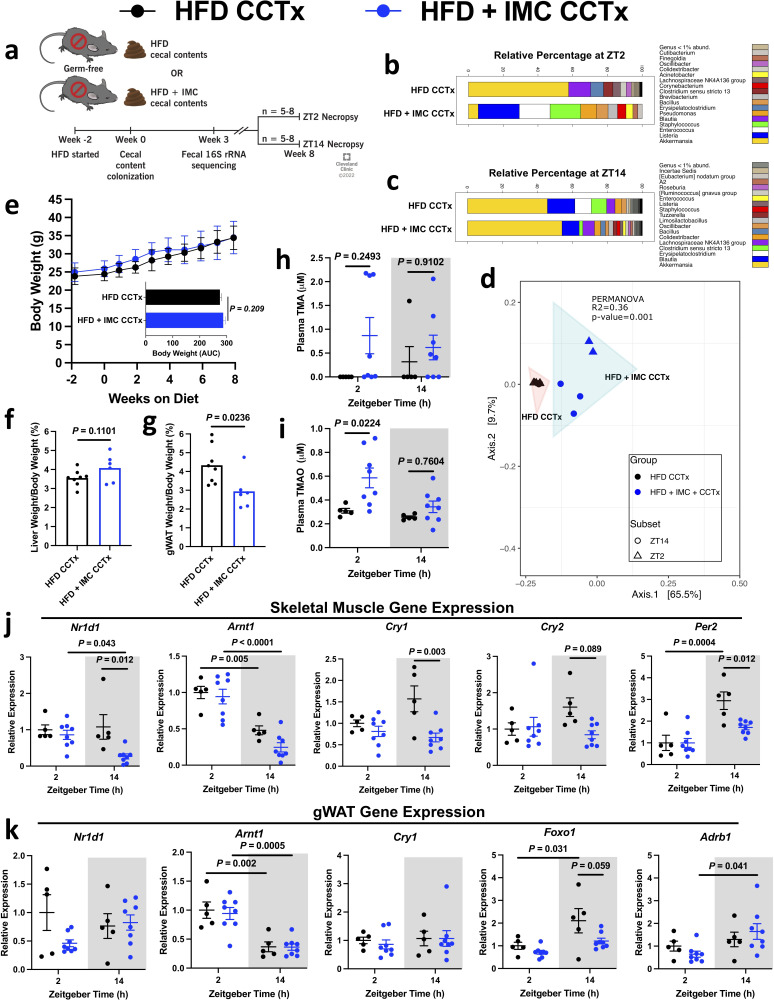
Cecal content transplant into germ-free mice informs adiposity and displays community-level circadian rhythmicity. Germ-free male B6/N mice were placed on a high fat diet (HFD) 2 weeks prior to cecal content gavage from mice fed either HFD or HFD + iodomethylcholine (IMC) for 6 days. (**a**) Schematic representation of experimental design. (**b**) Stacked bar chart representing circadian rhythmicity at ZT2 and (**c**) ZT14 within the HFD cecal contents transplant (HFD CCTx) and HFD + IMC cecal contents transplant (HFD + IMC CCTx) groups (n = 3–5). (**d**) Principal component analysis comparing HFD CCTx vs. HFD + IMC CCTx beta diversity of cecal 16S rRNA profiles at ZT2 and ZT14 8 weeks post-colonization (n = 2–5). (**e**) Weekly body weights with area under the curve (n = 8–10, error bars represent SD). (**f**) Liver and (**g**) gWAT weights as expressed as a percentage of total body weight (n = 6–8). (**h**) Plasma trimethylamine (TMA) and (**i**) trimethylamine N-oxide (TMAO) concentrations (n = 5–8). (**j**) Quantitative PCR (qPCR) analysis of key circadian rhythmicity genes in skeletal muscle (n = 5–8). (**k**) qPCR analysis of key circadian rhythmicity genes in gWAT (n = 5–8). Statistical analysis in panels (**e–g**) was performed using Student’s two-tailed t-test. Statistical analysis in panels (**h–k**) was performed using two-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test.

## Discussion

Although obesity drug discovery has historically targeted pathways in the human host, a fertile period in biomedical research lies ahead where we instead target the microorganisms that live within us to improve obesity and related disorders. This paradigm shift in drug discovery is needed in light of the clear and reproducible associations between the gut microbiome and almost every human disease. Now we are faced with both the challenge and opportunity to test whether microbe-targeted therapeutic strategies can improve health in the human metaorganism without negatively impacting the symbiotic relationships that have co-evolved. Although traditional microbiome manipulating approaches such as antibiotics, prebiotics, probiotics, and fecal microbial transplantation have shown their own unique strengths and weaknesses, each of these presents unique challenges particularly for use in chronic diseases such as obesity. As we move toward selective non-lethal small molecule therapeutics, the hope is to have exquisite target selectivity and limited systemic drug exposure given the targets are microbial in nature. This natural progression parallels the paradigm shifts in oncology which have transitioned from broadly cytotoxic chemotherapies to target-selective small molecule and biologics-based therapeutics. Here, we provide the first evidence that a selective non-lethal inhibitor to the microbial choline TMA lyase CutC can have advantageous effects on host energy metabolism, adiposity, and insulin sensitivity. The current study demonstrates that gut microbe-targeted suppression of choline to TMA generation: (1) protects the host from DIO and glucose intolerance, (2) protects *Lep^ob/ob^* mice from obesity, (3) increases energy expenditure and alters the expression of lipid metabolic genes in WAT, and (4) rapidly reorganizes gut microbial communities to reduce the Firmicutes to Bacteroidetes ratio and increase abundance of *A. muciniphila*. This study also reveals that nodes within the gut microbial TMAO pathway exhibit circadian oscillatory behavior, and that inhibition of microbial choline to TMA transformation is associated with alterations in: (1) the expression of core clock machinery in metabolic tissues; (2) the diurnal rhythmic behavior of gut microbial communities; and (3) circadian oscillation in choline-containing phospholipids; (4) and that these observations are at least in part transferred in a gnotobiotic context. 

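Among genes of lipid metabolism in the gonadal WAT, Scd1, which encodes a fatty acid desaturase, was among the most abundant. Its log2 CPM was 12.63 ± 0.32 (SD, n = 5) in HFD control mice and 13.95 ± 0.34 (SD, n = 6) in IMC-treated mice, a log2 fold change of 1.31 (SE 0.20, adjusted p = 0.000282 by limma with Benjamini-Hochberg adjustment). Pck1, which supplies glycerol for triglyceride synthesis, had a log2 fold change of 1.30 (SE 0.18), and Apoc1 one of 1.40 (SE 0.19). Hsd17b4 and Etfdh were among the genes with the smallest p in the list for fatty acid metabolism. Hsd17b4 rose by 0.50 (SE 0.05) and Etfdh by 0.53 (SE 0.06) on the log2 scale, each with all IMC-treated mice above all HFD control mice (exact permutation test, p = 0.00216). The intervals of both genes overlap other annotated genes, whose reads could have been counted with theirs. In the list for adipocyte differentiation and storage, the genes with the smallest p were Adcy6, Aqp7, which encodes a glycerol channel, and Adipor2, which encodes an adiponectin receptor. Their log2 fold changes were 0.83 (SE 0.07) for Adcy6, 0.91 (SE 0.09) for Aqp7 and 0.64 (SE 0.06) for Adipor2. Cpt1a, which encodes the carnitine palmitoyltransferase of mitochondrial fatty acid uptake, had 8.27 ± 0.07 log2 CPM (SD, n = 5) in HFD control mice and 8.22 ± 0.10 (SD, n = 6) in IMC-treated mice. That difference of -0.05 was within the spread between mice (SE 0.05, adjusted p = 0.497 by limma with Benjamini-Hochberg adjustment). The rise of the lipid metabolic genes went along with lower macrophage genes, and the values, measured on whole tissue, do not separate expression per adipocyte from the share of adipocyte RNA in the tissue.

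**Figure D3:**
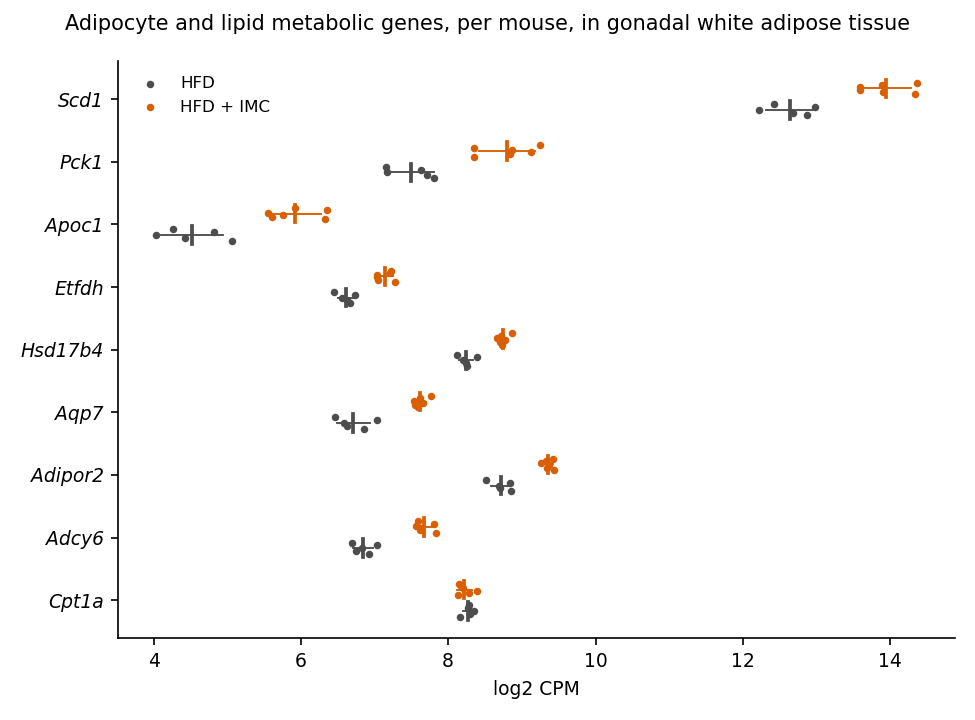
log2 CPM (horizontal axis) of 9 adipocyte and lipid metabolic genes (vertical axis) in each HFD control mouse (grey, n = 5) and each IMC-treated mouse (orange, n = 6). Vertical marks are group means and horizontal lines their SD. The groups are apart for 8 of the genes and overlap for Cpt1a.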

Collectively, our findings reinforce the notion that the gut microbial TMAO pathway is a strong candidate for therapeutic intervention across a spectrum of obesity-related diseases and have uncovered metaorganismal crosstalk between gut microbe-derived TMA and circadian metabolic oscillations in mice. Interestingly, recent meta-analysis of clinical studies demonstrated that circulating TMAO levels are dose-dependently associated with obesity in humans (Moreira Júnior et al., 2019), highlighting the potential translation of this work.

As drug discovery advances the area of small molecule non-lethal bacterial enzyme inhibitors it is key to understand how these drugs impact microbial ecology in the gut and other microenvironments. As we have previously reported (Roberts et al., 2018; Gupta et al., 2020; Organ et al., 2020), IMC treatment does promote a significant remodeling of the cecal microbiome in mice. These IMC-induced alterations occur as early as 1 week (Figure 2—figure supplement 1b, c, e) and persist even after 20 weeks (Figure 2). It is important to note that the observed IMC-induced alterations in the gut microbiome are generally expected to be favorable for the host. For instance, IMC lowers the ratio of Firmicutes to Bacteroidetes (Figures 2c, 5b and c, Figure 2—figure supplement 1e), which is known to be elevated in obese humans and rodents (Bäckhed et al., 2004; Ley et al., 2005; Turnbaugh et al., 2006; Turnbaugh et al., 2009). Of the taxa that were significantly correlated with circulating TMA levels (*Akkermansia*, *Bilophila*, Clostridiales, and *Allobaculum*), only *Akkermansia* was likewise correlated with body weight in *Lep^ob/ob^* mice (Figure 2i). It is important to note that previous studies have shown favorable effects of *A. muciniphila* in obesity and diabetes, which has prompted its development as a probiotic (Miao et al., 2015; Craciun and Balskus, 2012; Everard et al., 2013). Supplementation with *A. muciniphila* can improve glucose tolerance in obese mice (Everard et al., 2013; Shin et al., 2014; Org et al., 2015). Furthermore, increases in *A. muciniphila* are consistently seen in mice treated with TMA lyase inhibitor (Roberts et al., 2018; Gupta et al., 2020; Organ et al., 2020), suggesting that small molecule inhibition of gut microbial choline TMA lyase may be an alternative means to enrich gut microbiomes with *A. muciniphila*. As small molecule bacterial enzymes inhibitors are developed, it will be extremely important to understand their effects on microbial ecology, and it is expected that some of the favorable effects of these drugs will indeed originate from the restructuring of gut microbiome communities. This is not an uncommon mechanism by which host-targeted drugs impact human health. A recent study showed that nearly a quarter of commonly used host-targeted drugs have microbiome-altering properties (Maier et al., 2018), and in the context of diabetes therapeutics, it is important to note that metformin’s anti-diabetic effects are partially mediated by the drug’s microbiome-altering properties (Dehghan et al., 2020). Given the strong association between gut microbiome and obesity and diabetes (Bäckhed et al., 2004; Ley et al., 2005; Turnbaugh et al., 2006; Turnbaugh et al., 2009), it will likely be advantageous to find therapeutics that beneficially remodel the gut microbiome as well as engage either their microbe or host target of interest.

One burgeoning area of microbe-host crosstalk relevant to human disease is the intersection between gut microbes and host circadian rhythms (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015). It is well appreciated that a transcriptional-translational feedback loop (TTFL) exists in mammalian cells to orchestrate an approximately 24 hr oscillatory rhythm in the expression of thousands of genes (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015). The mammalian clock is coordinated by core transcription factors CLOCK and BMAL1, which peak during light phases, and crytochromes (CRYs) and period genes (PERs), which are most active during dark phases. Under normal conditions, the clock regulated TTFL maintains cell autonomous homeostatic responses to environmental ‘zeitgebers’ including light, food, xenobiotics, and exercise (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015). However, disruption of normal circadian rhythms induced by abnormal light exposure, sleep-activity, or eating patterns has been associated with the development of many human diseases including obesity, diabetes, CVD, kidney disease, cancer, and neurological disease (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015). Therefore, ‘chronotherapies’ or therapies that prevent circadian disruption hold promise across a wide spectrum of diseases. Interestingly, it has been discovered that circadian disruption is associated with a marked reorganization of gut microbial communities, and microbial abundance in the gut exhibits circadian rhythmicity (Org et al., 2015; Seldin et al., 2016; Thaiss et al., 2014; Liang et al., 2015). However, whether gut microbial metabolites contribute to circadian disruption is not well understood. Here, we show that multiple nodes with the metaorganismal TMAO pathway (choline, TMA, *Fmo3*, and *Taar5*) oscillate in a circadian manner, and that inhibition of the choline TMA lyase CutC rewires the host circadian clock itself, circadian rhythms in the cecal microbiome, and clock-driven reorganization of host lipid metabolic processes. The impact of gut microbial choline TMA lyase inhibition on the expression of core clock genes is modest in metabolic tissues such as the liver or WAT (Figure 3b; Figure 3—figure supplement 1b, d). However, in skeletal muscle where the host TMA receptor *Taar5* exhibits oscillatory behavior (Figure 3a), IMC treatment elicits profound alterations in the expression of *Nr1d1* (RevErbα) and cryptochrome 1 (*Cry1*) (Figure 3b). Furthermore, gnotobiotic mice receiving a cecal content transplant from IMC-treated mice had a marked suppression of *Cry1* and *Per2* in the skeletal muscle after 8 weeks (Figure 5j). The oscillatory behavior of the TMA receptor *Taar5* is specific to both skeletal and cardiac muscle, and is not seen in the olfactory bulb where *Taar5* is essential to sense the fish-like odor of TMA (Thaiss et al., 2016; Wang et al., 2017). A recent report demonstrated that TMAO, but not TMA, can bind to and activate the endoplasmic reticulum stress (ER stress)-related kinase PERK (*Eif2ak3*), and that TMAO binding to PERK regulates the expression of the forkhead transcription factor *Foxo1* (Chen et al., 2019a). It is interesting to note that PERK was recently shown to regulate circadian rhythms that support sleep/wake patterns and cancer growth (Wu et al., 2017; Chen et al., 2019b). We also observed tissue-specific alterations in the circadian expression of *Foxo1* with IMC treatment (Figure 3—figure supplement 1b,d; Figure 4—figure supplement 1d, Figure 5k). However, additional studies are needed to understand whether the TMAO-PERK-FOXO1 signaling axis is mechanistically linked to oscillatory behavior in metabolism or associated metabolic disease. Additionally, several independent metabolomics studies have found that circulating levels of TMAO exhibit circadian oscillatory behavior (Ly et al., 2020; Bu et al., 2018; Beli et al., 2019). In a similar manner, the expression of flavin-containing monooxygenase enzymes which convert TMA to TMAO are also under direct circadian clock transcriptional regulation (Giskeødegård et al., 2015; Bollard et al., 2001; Dixit and Roche, 1984). Collectively, these emerging data suggest that gut microbe-derived TMA and potentially its metabolic co-metabolite TMAO may be underappreciated microbe-derived signals that impact host circadian rhythms in metabolism. Further studies are now warranted to test whether TMA lyase inhibitors of the host liver TMAO-producing enzyme FMO3 can act as chronotherapies to improve circadian misalignment-associated diseases.

The metaorganismal TMAO pathway represents only one of many microbial metabolic circuits that have been associated with human disease. Many microbe-associated metabolites such as short chain fatty acids, secondary bile acids, phenolic acids, and polyamines have been associated with many human diseases (Brown and Hazen, 2015; Brown and Hazen, 2018). In a circadian and/or meal-related manner, gut microbes produce a diverse array of metabolites that reach micromolar to millimolar concentrations in the blood, making the collective gut microbiome an active endocrine organ (Brown and Hazen, 2015). Small molecule metabolites are well known to be mediators of signaling interactions in the host, and this work provides evidence that diet-microbe-host metabolic interplay can shape normal diurnal rhythms in metabolism and obesity susceptibility in mice. Our work, along with that of many others, demonstrates clear evidence of bi-directional crosstalk between the gut microbial endocrine organ and host metabolism. As drug discovery advances it will be important to move beyond targets based solely in the human host. This work highlights that non-lethal gut microbe-targeted enzyme inhibitors can serve as effective anti-obesity therapeutics in preclinical animal models and provides proof of concept of a generalizable approach to target metaorganismal crosstalk in other disease contexts. Selective mechanism-based inhibition of bacterial enzymes has the advantage over host targeting given that small molecules can be designed to avoid systemic absorption and exposure, thereby minimizing potential host off-target effects. As shown here with the gut microbial TMAO pathway, it is easy to envision that other microbe-host interactions are mechanistically linked to host disease pathogenesis, serving as the basis for the rational design of microbe-targeted therapeutics that improve human health.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	C57BL/6J	Jackson Laboratory	Stock #: 000664; RRID:MGI:3028467	
Strain, strain background (*Mus musculus*)	C57BL/6NCrl	Charles River	Stock #: 574 RRID:MGI:2159965	
Genetic reagent (*Mus musculus*)	B6.Cg-Lep^ob^/J	Jackson Laboratory	Stock #: 000632; RRID:MGI:6719537	
Sequence-based reagent	*Fmo3*	Sigma		F: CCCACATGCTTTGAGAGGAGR: GGAAGAGTTGGTGAAGACCG
Sequence-based reagent	*Taar5*	Sigma		F: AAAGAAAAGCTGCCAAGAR: AAGGGAAGCCAACACACA
Sequence-based reagent	*Arntl1*	Sigma		F: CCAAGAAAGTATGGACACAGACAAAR: GCATTCTTGATCCTTCCTTGGT
Sequence-based reagent	*Nr1d1*	Sigma		F: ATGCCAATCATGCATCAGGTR: CCCATTGCTGTTAGGTTGGT
Sequence-based reagent	*Cry1*	Sigma		F: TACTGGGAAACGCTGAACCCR: ACCCCAAGCTTGTTGCCTAA
Sequence-based reagent	*Cry2*	Sigma		F: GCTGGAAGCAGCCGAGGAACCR: GGGCTTTGCTCACGGAGCGA
Sequence-based reagent	*Per2*	Sigma		F: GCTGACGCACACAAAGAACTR: TAGCCTTCACCTGCTTCACG
Sequence-based reagent	*Foxo1*	Sigma		F: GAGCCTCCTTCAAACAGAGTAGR: GCAAATGGTAAGAAATGGCAGAG
Sequence-based reagent	*Adrb1*	Sigma		F: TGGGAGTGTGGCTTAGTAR: AATGCCTGAAGGTGCATTAAAC
Sequence-based reagent	*Chka*	Sigma		F: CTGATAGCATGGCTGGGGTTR: CCCAAATCAAGCTCACACACC
Sequence-based reagent	*Pemt*	Sigma		F: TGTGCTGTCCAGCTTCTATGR: GAAGGGAAATGTGGTCACTCT
Sequence-based reagent	*Pgc1a*	Sigma		F: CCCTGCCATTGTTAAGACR: GCTGCTGTTCCTGTTTTC
Sequence-based reagent	*CycloA*	Sigma		F: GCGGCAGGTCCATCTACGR: GCCATCCAGCCATTCAGTC
Sequence-based reagent	*Gapdh*	Sigma		F: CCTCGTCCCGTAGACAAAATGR: TGAAGGGGTCGTTGATGGC
Commercial assay or kit	Ultra Sensitive Mouse Insulin ELISA	Crystal Chem Inc	90080	
Commercial assay or kit	Mouse Leptin ELISA	Crystal Chem Inc	90030	
Commercial assay or kit	Liver Triglycerides	Wako	994–02891	
Commercial assay or kit	Free Cholesterol	Wako	993–02501	
Commercial assay or kit	Phospholipid C	Wako	433–26301	
Commercial assay or kit	Total Cholesterol	Fisher Scientific	TR134321	
Commercial assay or kit	Mouse corticosterone kit	Crystal Chem Inc	80556	
Commercial assay or kit	NEFA Kit	Wako	999–34691, 995–34791, 991–34891, 993–35191, 276–76491	
Chemical compound, drug	Iodomethylcholine	This paper		See Materials and methods for synthesis protocol

### Mice and experimental diets

C57Bl6/J and *Lep^ob/ob^* mice were purchased from The Jackson Laboratory (Bar Harbor, ME) and treated with a gut microbe-targeted small molecule inhibitor of choline TMA lyase called IMC (Roberts et al., 2018). For HFD feeding experiments, C57Bl6/J were maintained on 60% HFD alone or with the addition of 0.06% w/w IMC (D12942 and custom diet D15102401, respectively, Research Diets, Inc). For *Lep^ob/ob^* and circadian studies, mice were maintained on a standardized control chow diet (Envigo diet TD:130104) with or without supplemental with IMC (0.06% w/w) (Envigo diet # 150813). Body weight was measured weekly. Food intake was assessed by weighing the food consumed weekly divided by the number of mice in each cage and normalized to the average body weight. For studies of circadian rhythms, 9-week-old C57Bl6/J male mice were adapted for 2 weeks on a standardized minimal choline chow (Envigo diet # TD.130104) with a strict 12 hr:12 hr light:dark cycle after shipment. Mice were then maintained on standardized chow (Envigo diet # TD.130104) or the same diet supplemented with 0.06% IMC (Envigo diet # 150813). After 7 days, plasma and tissue collection were performed every 4 hs over a 24 hr period. All dark cycle necropsies were performed under red light conditions. In the obesity treatment study paradigm C57Bl6/J mice fed an HFD (Research Diets # D12942) for 6 weeks to establish obesity (body weight >35 g), and after 6 weeks of DIO mice were continued on HFD alone (Research Diets # D12942) or the same HFD-containing IMC (Research Diets #D15102401) for another 10 weeks to test whether IMC can improve obesity-related phenotypes. For studies of the circadian patterns of gene expression and gut microbes, 9-week-old male mice were adapted for 2 weeks on chow with a strict 12 hr:12 hr light:dark cycle after shipment. Mice were randomly housed the 4 mice per cage upon arrival. Mice were then switched to standardized chow with or without 0.06% IMC by random assignment. After 7 days, plasma and tissue collection were performed every 4 hr over a 24 hr period. Sample size estimation was calculated from previous circadian quantitative PCR (qPCR) datasets from our lab. All calculations were at 95% confidence level with a power of 80% and a level of significance set at 5% (two sided), for detecting a true difference in means as stated here. The standard deviation was 0.05 units for liver, requiring a sample size of 4 to detecting a true difference between 2 means 1 and 1.1. The standard deviation of muscle was 0.35 requiring a sample size of 8 to detecting a true difference in means 1 vs. 1.5. The standard deviation in adipose was 0.38 requiring a sample size of 8 to detecting a true difference in means 1 vs. 1.5. Therefore, sample size n = 8 was used as it would be predicted to sensitive enough to detect circadian clock changes 50% of control. All mice were purchased from Jackson Labs and housed in groups of 5 per cage on corn cob bedding on ventilated racks. Before diet and drug treatments were administered, a mix of bedding was collected from all cages and then redistributed equally across all cages to set baseline microbiota diversity in all experimental mice. A minimum of two and up to four cages per condition were used for each experiment to account for cage effects. In the short-term IMC-feeding study to examine kinetic changes in the gut microbiome, 6-week-old male C57Bl/6 mice purchased from Jackson Laboratory were individually housed in cages with pooled bedding from all 16 mice enrolled in the study to normalize their baseline microbiome. Five days later, a baseline fecal sample was collected while the mice were on chow diet. After baseline collection, the mice were placed on either HFD (D12942) or HFD + 0.06% IMC (D15102401), and fecal pellets were collected every 48 hr for 6 days. For the cecal microbial transfer studies shown in Main Figure 5, 4-week-old germ-free B6/N mice were purchased from Charles River and placed on a sterile HFD (D12942, double-irradiated, 1.5× vitamin mix). Two weeks later, the mice were given an oral gavage of 200 mL pooled cecal contents suspended in sterile PBS + 20% glycerol from mice fed either HFD or HFD + 0.06% IMC for 6 days. A second gavage was performed 2 days later to ensure colonization. Gnotobiotic colonized mice were maintained using the Allentown Sentry SPP Cage System (Allentown, NJ) on a 14 hr:10 hr light:dark cycle. To account for potential cage effects, all data points from the kinetic and gntotobiotic 16S rRNA analysis represent mice from different cages. For all studies plasma was collected by cardiac puncture, and liver, WAT, and skeletal muscle was collected, flash-frozen, and stored at –80°C until the time of analysis. All mice harvested at the ZT14 time point underwent 24 hr cold exposure that ended 12 hr prior to necropsy. All mice were maintained in an Association for the Assessment and Accreditation of Laboratory Animal Care, International-approved animal facility, and all experimental protocols were approved by the Institutional Animal Care and use Committee of the Cleveland Clinic (Approved IACUC protocol numbers 2015–1381, 2018–1941, and 00002499).

### Synthesis of IMC iodide

IMC iodide was prepared using a previously reported method using 2-dimethylethanolamine and diiodomethane as reactants in acetonitrile followed by recrystallization from dry ethanol (Astafev et al., 2017). ^1^H- and ^13^C-NMRs of IMC were both consistent with that in the reported literature (Astafev et al., 2017), as well as consistent based on proton and carbon chemical shift assignments indicated below. High-resolution MS corroborated the expected cation mass and provided further evidence of structural identity.

- ^1^H-NMR (600 MHz, D_2_O): δ 5.13 (s, 2 H, -N-CH_2_-I), 3.90 (t, J = 4.8 Hz, 2 H, -CH_2_-CH_2_-OH), 3.52 (t, J = 4.8 Hz, 2 H, -N-CH_2_-CH_2_-), 3.16 (s, 6 H, -N(CH_3_)_2_);
- ^13^C-NMR (150 MHz, D_2_O): δ 65.7 (-CH_2_-CH_2_-OH), 55.4 (-N-CH_2_-CH_2_-), 52.4 (-N(CH_3_)_2_), 32.3 (-N-CH_2_-I); HRMS (ESI/TOF): m/z (M^+^) calculated for C_5_H_13_INO, 230.0036; found, 230.0033.

### Measurement of plasma TMA and TMAO and related precursors

Stable isotope dilution high-performance liquid chromatography with online tandem mass spectrometry (LC-MS/MS) was used for quantification of levels of TMAO, TMA, choline, carnitine, and *γ-butyrobetaine* in plasma, as previously described (Hughes et al., 2010). Their d9(methyl)-isotopologues were used as internal standards. LC-MS/MS analyses were performed on a Shimadzu 8050 triple quadrupole mass spectrometer. IMC and d2-IMC, along with other metabolites, were monitored using multiple reaction monitoring of precursor and characteristic product ions as follows: m/z 230.0 → 58.0 for IMC; m/z 232.0 → 60.1 for d2-IMC; m/z 76.0 → 58.1 for TMAO; m/z 85.0 → 66.2 for d9-TMAO; m/z 60.2 → 44.2 for TMA; m/z 69.0 → 49.1 for d9-TMA; m/z 104.0 → 60.1 for choline; m/z 113.1 → 69.2 for d9-choline; m/z 118.0 → 58.1 for betaine; m/z 127.0 → 66.2 for d9-betaine.

### Analysis of gene expression in mouse tissues

RNA was isolated via the RNAeasy lipid tissue mini kit (Qiagen) from multiple tissues. RNA samples were checked for quality and quantity using the Bio-analyzer (Agilent). RNA-SEQ libraries were generated using the Illumina mRNA TruSEQ Directional library kit and sequenced using an Illumina HiSEQ4000 (both according to the manufacturer’s instructions). RNA sequencing was performed by the University of Chicago Genomics Facility. Raw sequence files will be deposited in the Sequence Read Archive before publication (SRA). Paired-ended 1050 bp reads were trimmed with Trim Galore (v.0.3.3, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore) and controlled for quality with FastQC (v.0.11.3, http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc) before alignment to the *Mus musculus* genome (Mm10 using UCSC transcript annotations downloaded July 2016). Reads were aligned using the STAR alignerSTAR in single-pass mode (v.2.5.2a_modified, https://github.com/alexdobin/STAR) Schugar, 2021 copy archived at swh:1:rev:2eb750b45549f6b30a3a01f3b9e166e2de72a57d (Mistry et al., 1991) with standard parameters but specifying ‘–alignIntronMax 100000 –quantMode GeneCounts’. Overall alignment ranged from 88% to 99% with 61% to 75% mapping uniquely. Transcripts with fewer than one mapped read per million (MMR) in all samples were filtered out before differential expression (DE) analysis. The filtering step removed 12,692/24,411 transcripts (52%). 

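The deposited table lists 12787 genes, each under its own symbol. All of them had a log2 CPM of at least 0, which is 1 CPM, in at least 1 mouse, and the smallest of the genes' highest values was 0.30 log2 CPM. In every mouse, 12372 genes reached at least 0 log2 CPM, while 415 genes were below it in at least 1 mouse. Of the 24411 transcripts the paper counts before filtering, 11624 (47.6%) are thus not listed.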

Raw counts were loaded into R (http://www.R-project.org/) (R Development Core Team, 2021) and edgeR (Wang et al., 2014) was used to perform upper quantile, between-lane normalization, and DE analysis. Values generated with the cpm function of edgeR, including library size normalization and log2 conversion, were used in figures. Heatmaps were generated of top 50 differentially expressed transcripts using pheatmap (Dobin et al., 2013). Reactome-based pathway analysis was performed using an open-sourced R package: ReactomePA (Robinson et al., 2010). 

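Reactome gene sets were tested on the deposited log2 CPM with the camera test of limma. Of the 12787 listed symbols, 12753 were matched to a gene identifier, 12217 by their current name and 536 by an older one. Sets with 10 to 500 listed genes numbered 843, and 71 of them had a Benjamini-Hochberg adjusted p under 0.05 by this limma test, 27 with higher and 44 with lower expression in IMC-treated mice. In the set of mitochondrial fatty acid beta-oxidation, 13 of 15 genes were higher and 0 lower (camera test of limma, Benjamini-Hochberg adjusted p = 9.24e-07). The larger set of fatty acid, triacylglycerol and ketone body metabolism had 45 of 80 genes higher and 7 lower (camera test of limma, Benjamini-Hochberg adjusted p = 7.88e-07). For pyruvate metabolism and the citric acid cycle, 30 of 39 genes were higher and 2 lower (camera test of limma, Benjamini-Hochberg adjusted p = 3.57e-08). The set of transcriptional regulation of white adipocyte differentiation did not pass, with 9 of 43 genes higher and 3 lower (camera test of limma, Benjamini-Hochberg adjusted p = 0.765). Cytokine signaling in the immune system did not pass either, with 66 of 190 genes lower and 27 higher (camera test of limma, Benjamini-Hochberg adjusted p = 0.116). Interferon signaling had 35 of 94 genes lower and 8 higher (camera test of limma, Benjamini-Hochberg adjusted p = 0.0290). The smallest p belonged to eukaryotic translation elongation, where 50 of 66 genes were lower and 0 higher, with a median log2 fold change of -0.32. Among 100 splits of the 11 mice into groups of 5 and 6, the real one included, 39 gave at least 71 sets past the threshold. With the inter-gene correlation estimated from the data, 0 sets passed after adjustment and 41 had an unadjusted p under 0.05.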

For real-time qPCR analyses ~20 mg of snap-frozen liver tissue was homogenized in the 1 mL TRIzol reagent (Thermo Fisher Scientific, Cat. No. 15596018). Furthermore, 200 mL of chloroform were added and samples were spun down at 13,000 revolutions/min for 5 min. Upper clear layer was passed through the RNeasy Mini Spin Columns (Cat. No. 74104) for clean-up of RNA according to manufacturer’s instructions. DNase treatment (10 U/reaction) was performed according to the Qiagen RNeasy kit (Cat. No. 74104). Concentrations of high purity RNA were measured using Nanodrop (Thermo Fisher Scientific, ND-2000). Reverse transcription to generate cDNA was performed using qscript mastermix (Quanta- Bio Cat. No. 101414–106) as recommended by the manufacturer using 750 ng of RNA template. Resulting cDNA was diluted 10× and used in the real-time PCR using an Applied Biosystems Step One Plus thermocycler. Relative mRNA levels were calculated based on the delta-delta-CT method using the Applied Biosystems Step One Plus PCR System as we have previously described (Kolde, 2015; Yu and He, 2016; Lord et al., 2016; Thomas et al., 2013; Schugar et al., 2017; Brown et al., 2010). Primers used for qPCR are listed in the Key resources table.

### Intraperitoneal glucose tolerance testing

The mice were fasted for 4 hr before the tests. Intraperitoneal glucose tolerance testing was performed after a single IP injection of glucose (2.5 g per kg body weight for standard diet and 1 g per kg body weight for HFD and *Lep^ob/ob^* studies). Blood glucose was then measured before (0  min) and after the injection (15, 30, 60, 120 min) using a OneTouch SelectSimple glucometer (LifeScan Inc, China).

### Measurement of plasma hormone and lipid levels

Plasma insulin (EZRMI-13K, EMD Millipore) and corticosterone (501320, Cayman Chemical) levels were measured by ELISA. Plasma non-esterified fatty acid (HR Series NEFA-HR, Wako) and triglyceride (L-Type Triglyceride M, Wako) levels were measured using enzymatic assays according to manufacturer’s instructions.

### Indirect calorimetry

To measure the effects of IMC on energy expenditure and physical activity, mice were housed in metabolic cages (Oxymax CLAMS, Columbus Instruments) for indirect calorimetry measurements at room temperature (22°C). Mice were acclimated to the home cage system for 72 hr prior to data collection, and data were analyzed as previously described (Kolde, 2015; Yu and He, 2016; Lord et al., 2016).

### Cecal microbiome analyses

Snap-frozen cecal DNA was isolated using the MO BIO Powersoil-htp 96-well soil DNA isolation kit according to manufacturer’s instructions. Region-specific primers (515F/806R) were used for amplifying the V4 region of the bacterial 16S rRNA gene for high-throughput sequencing using the Illumina HiSeq platform, paired-end 150 bp run. The reverse amplicon primer contains a 12-base Golay barcode sequence unique to each well that allows sample pooling for sequencing (Brown et al., 2008; Gromovsky et al., 2018; Caporaso et al., 2010b; Caporaso et al., 2012). More information can be found at the Earth Microbiome Project 16S rRNA Amplification Protocol where our protocols were adapted from: http://www.earthmicrobiome.org/emp-standard-protocols/16s/. Each sample was amplified in triplicate using 5 PRIME HotMaster Mix 2.5X (VWR 10847–708), combined, verified by 1.5% agarose gel, and quantitated using Pico Green dsDNA Assay Kit (Thermofisher P7589). Samples were pooled (250 ng) and cleaned using the UltraClean PCR Clean-Up Kit protocol (Mo-Bio 12500–100). The quantified amplicons were sequenced with the Illumina HiSeq 2500 at the Broad Stem Cell Research Center at the University of California – Los Angeles on two lanes. The sequences were analyzed using the open-source Python software package Quantitative Insights Into Microbial Ecology (QIIME) version 1.9.1 (Caporaso et al., 2010b; Kuczynski et al., 2011) using default parameters for each step, except where specified. Demultiplexed sequences were aligned and clustered into operational taxonomic units (OTUs) based on their sequence similarity (97% identity) using the SortMeRNA/SumaClust open reference-based OTU picking protocol in QIIME. Representative sequences for each OTU were aligned using PyNAST (a python-based implementation of NAST [Hamady et al., 2008] in QIIME and the Greengenes 11 database [Kuczynski et al., 2011]); 38,826,537 total reads were generated after removal of singleton reads and rare (<0.01% of total reads) OTUs, with an average of 776,531 reads per sample. Samples were rarefied to the depth of the sample with the lowest number of reads (86,941 sequences/sample) for beta diversity assessment only. Beta diversity was assessed using weighted UniFrac in QIIME. Adonis statistical test with 1000 permutations was used to determine the strength and statistical significance of sample groupings. LEfSe was used with default parameters on OTU tables to determine taxa that best characterize each population (Caporaso et al., 2010a). Significant differences in relative abundance of taxa between groups and correlations with physiological parameters were assessed using the ALDEx2 package implemented in R (DeSantis et al., 2006; Segata et al., 2011). Data were adjusted for false discovery rate (FDR) using the Benjamini-Hochberg procedure and an adjusted p-value of p < 0.05 was considered statistically significant. All other plots were carried out using R (r-project.org).

### Untargeted metabolomics

Mouse plasma samples were prepared for untargeted metabolomics by diluting each plasma sample 1:20 in chilled methanol containing five internal standards as listed in the table below. The samples were then centrifuged at 14,000 *g* for 20 min to precipitate out the protein pellet. The supernatant was recovered and subjected to LC-MS analysis. One-microliter aliquots taken from each sample were pooled and this QC standard was analyzed every 10th injection. The untargeted metabolomics was performed by injecting 7 µL of each sample onto a 10 cm C18 column (Thermo Fisher CA) coupled to a Vanquish UHPLC running at 0.25 mL/min using water and 0.1% formic acid as solvent A and acetonitrile and 0.1% formic acid as solvent B. The 15 min gradient used is given below. The Orbitrap Q Exactive HF was operated in positive and negative electrospray ionization modes in different LC-MS runs over a mass range of 50–750 Da using full MS at 120,000 resolution. Data-dependent acquisitions were obtained on the pooled QC sample. The DDA acquisition (DDA) include MS full scans at a resolution of 120,000 and HCD MS/MS scans taken on the top 10 most abundant ions at a resolution of 30,000 with dynamic exclusion of 4.0 s and the apex trigger set at 2.0–4.0 s. The resolution of the MS2 scans were taken at a stepped NCE energy of 20.0, 30.0, and 45.0. XCMS was used to deconvolute the data using 5 ppm consecutive scan error, 5–60 s as minimum and maximum peak width, S/N threshold of 10, and span of 0.2 in positive mode and span of 0.4 in negative mode for retention time correction. The resulting peak table was further analyzed via MetaboLyzer (Mak et al., 2015). Briefly, the ion presence threshold was set at 0.7 in each study group. Data were then log-transformed and analyzed for statistical significance via non-parametric Mann-Whitney U-test (FDR-corrected p-value < 0.05). Ions present in just a subset of samples were analyzed as categorical variables for presence status via Fisher’s exact test. All p-values were corrected via the Benjamini-Hochberg step-up procedure for FDR correction. The data was then utilized for PCA, putative identification assignment, and pathway enrichment analysis via KEGG. In this dataset 7665 spectral features were detected, from which 1151 features were putatively assigned an identification in HMDB within a pre-defined 7 ppm m/z error window. Also, the MS/MS spectra of 120 of these features matched with a score of greater than 50–120% unique compounds on the *mzCloud* database. Given the complicated nature of comparing the global metabolome across two treatment groups and six circadian time points, we used an algorithm called SPICA (Fernandes et al., 2013), to reveal subtle differences the plasma metabolome kinetically. Pairwise analysis was conducted between all adjacent time points (ZT2, ZT6, ZT10, ZT14, ZT18, and ZT22) for each treatment group (chow control vs. chow + IMC), resulting in a total of 10 comparisons made (five for chow and five for chow + IMC). Differences in the global plasma metabolome for each pairwise comparison were quantified via receiver operating characteristic (ROC) curve construction and area under the curve (AUC) calculations via Monte Carlo cross validation procedures in SPICA (Fernandes et al., 2013). This analysis revealed that while all adjacent time points were roughly equally differentiated in the chow control data with an AUC averaging 0.884, this was not the case in the IMC-treated group. The AUC calculated for the IMC-treated group when comparing T10 vs. T14 was much greater than that of the chow-fed control group at the same time points (0.964 vs. 0.869), meaning the differences in the plasma metabolome between these two time points were much more pronounced in the IMC-treated mice compared to chow controls. Furthermore, The AUCs calculated for the subsequent two time point comparisons (T14 vs. T18 and T18 vs. T22) were much lower in the IMC-treated group (0.624 and 0.615, respectively) when compared to the chow control group (0.842 and 0.899, respectively), implying that the T14, T18, and T22 time points were poorly differentiated by IMC treatment. As a result, subsequent data analyses focused on this T10 to T14 transition, which also coincided with when the mice began to eat. The statistically significant positively charged and negatively charged spectral features which were present in more than 70% of the samples at ZT14 are shown in red in the volcano plots of Figure 4. These features were then putatively identified in the Human Metabolome and the KEGG databases using their accurate mass-to-charge (m/z) values within a 7 ppm error window. The KEGG annotated pathways associated with these putative metabolites were then identified. Figure 4c represents such KEGG pathways associated with the negatively charged spectral features in this study. This figure displays the KEGG metabolic pathways with the highest statistically significance to which the ions were assigned. The blue and red bars are the unadjusted and the FDR-adjusted −log of p-values, respectively, while the orange line marks the significance threshold. This figure shows that lipid metabolism is the most perturbed metabolic pathway at ZT14.

### Data analyses for circadian rhymicity (cosinor analyses)

A single cosinor analysis was performed as previously described (Fernandes et al., 2014; Cornelissen, 2014). Briefly, a cosinor analysis was performed on each sample using the equation for cosinor fit as follows:

Y(t)=M+Acos(2θ/τ+ϕ)

where M is the MESOR (midline statistic of rhythm, a rhythm adjusted mean), A is the amplitude (a measure of half the extent of the variation within the cycle), Φ is the acrophase (a measure of the time of overall highest value), and τ is the period. The fit of the model was determined by the residuals of the fitted wave. After a single cosinor fit for all samples, linearized parameters were then averaged across all samples allowing for calculation of delineralized parameters for the population mean. A 24 hr period was used for all analysis. Comparison of population MESOR, amplitude, and acrophase was performed as previously described (Zhu et al., 2017). Comparisons are based on F-ratios with degrees of freedom representing the number of populations and total number of subjects. All analyses were done in R v.4.0.2 using the cosinor and cosinor2 packages (Nelson et al., 1979; Bingham et al., 1982; Sachs et al., 2013, Mutak, 2018, Sachs, 2014).

### Statistical analysis

All data were analyzed using either one-way or two-way analysis of variance (ANOVA) where appropriate, followed by either a Tukey’s or Student’s t-tests for post hoc analysis. Differences were considered significant at p < 0.05. All mouse data analyses were performed using GraphPad Prism 6 (La Jolla, CA) software.

## Data Availability

RNA sequencing data has been deposited in GEO under accession code GSE157925. Microbiome data were submitted to the European Nucleotide Archive under accession code PRJEB48232. The following datasets were generated: BrownJM SchugarR GliniakC NeumannC 2021Gut Microbe-Targeted Choline Trimethylamine Lyase Inhibitors Improves Obesity Via Rewiring of Host Circadian RhythmsNCBI Gene Expression OmnibusGSE15792510.7554/eLife.63998PMC881305435072627 SchugarRC GliniakCM OsbornLJ MasseyW SangwanN HorakA BanerjeeR OrabiD HelsleyRN BrownAL BurrowsA FinneyC FungKK AllenFM FergusonD GromovskyAD NeumannC CookK McMillanA BuffaJA AndersonJT MehrabianM GoudarziM WillardB MakTD ArmstrongAR SwansonG KeshavarzianA Garcia-GarciaJC WangZ LusisAJ HazenSL BrownJM 2021Gut Microbe-Targeted Choline Trimethylamine Lyase Inhibition Improves Obesity Via Rewiring of Host Circadian RhythmsEuropean Nucleotide ArchiveERP13257410.7554/eLife.63998PMC881305435072627

How the deposited data were processed for this re-analysis (not part of the article)

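RNA sequencing was analysed from the gonadal white adipose tissue of 11 C57BL/6J mice, 5 fed the high fat diet (HFD) alone and 6 fed the HFD with iodomethylcholine (IMC). Each mouse gave 1 library, and the group of each mouse was taken from its sample label. The other experiments of the paper, including qPCR, untargeted plasma metabolomics, gnotobiotic mice and sequencing of the gut microbiome, were not analysed here.

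The authors trimmed the reads with Trim Galore, aligned them with STAR to mm10 with UCSC transcript annotations, and counted reads per gene with the aligner. The authors removed transcripts with low counts, scaled the libraries by the upper quartile and compared the groups with edgeR. The authors deposited 1 table with log2 CPM values for 12787 genes in the 11 mice, calculated with the cpm function of the paper's edgeR pipeline. The same table holds the authors' log2 fold change and mean log2 CPM for each gene. It also holds the authors' likelihood-ratio statistic, a score for each gene, and the p-value and FDR from their test as deposited. The column names of the table show that the authors used a likelihood-ratio test, while the text names only the package.

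The main test was chosen for the unit of the table. A test for counts had been planned if the table held counts, and limma with a trend if it held values on a log scale. Because the deposited values are log2 CPM, limma 3.58.1 in R 4.3.3 was used (lmFit and eBayes with trend), with the group as the only factor and Benjamini-Hochberg adjustment over all 12787 genes. No further filter was applied, because every listed gene reached 1 CPM in at least 1 mouse. The threshold was an adjusted p of 0.05, and an absolute log2 fold change of 1 was used for a second count, as drawn in the volcano plot. Single values per mouse were compared by two-sided exact permutation tests over all 462 splits of the 11 mice into groups of 5 and 6, which give no p below 0.00216. The paper states that mice were housed in groups, with more than 1 cage per condition. The labels do not give the cage, so limma and the exact tests treat mice of the same cage as independent. Effects of the cage could not be separated from the treatment.

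The CPM value behind each log2 CPM moves in equal steps within a mouse. The size of the step gave the CPM of a single read and the constant added before taking logs, which averaged 0.25 reads over the mice. The reads recovered in this way reproduced every deposited value to within 4.99e-09 log2 CPM. They were used for the depth of each library and for alternative scalings, and not for the main test. The libraries held between 22320022 and 25155366 reads on the listed genes. Reads on genes that the authors removed are not in these totals. The median gene had a mean of 696 reads per mouse. The variance expected from counting was below the observed variance between mice of one group for 96.2% of the genes. That observed variance includes the counting variance, so the comparison does not show that the depth was sufficient. Reads are not independent molecules, so the comparison covers counting error only.

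Gene lists were written by hand because the Hallmark sets of the paper's figure were not at hand. The 17 lists cover functions named in the paper, cell types of adipose tissue and the pathway of trimethylamine N-oxide, and 15 of them had at least 3 listed genes. They were tested with camera in limma at an inter-gene correlation of 0.01 and by the exact test of the list score per mouse. Reactome sets for mouse, taken from the fgsea package (version 1.28.0), were tested with camera where they held 10 to 500 listed genes. Symbols were matched to gene identifiers through a RefSeq gene table of assembly GRCm38.p6, the same build as mm10, and the coordinates printed are those of that table. Of the 53 genes reported by name, 21 overlap another gene in that table. The overlap was taken over whole gene intervals, introns included, and overlap of exons was not examined. The libraries were directional, but the paper's text does not name the strand setting of the count, so reads could have been shared between overlapping genes. GC content and length per gene came from GENCODE annotation and were found for 12731 of the 12787 genes (99.6%).

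Genes are named in the text by a rule. It covers the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between the groups, and genes drawn in the heat map or the volcano plot. It also covers genes named by the paper, and the 3 genes with the smallest p in each gene list. The rule, the gene lists, the main tests and the alternatives were set before the data were examined. Exceptions are the alternatives built on recovered reads (limma voom, an added constant of 2, total-count scaling and median-of-ratios scaling) and the removal of GC content and length, which were chosen after the values were seen.

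The limma, camera and permutation steps were tested on simulated data with 200 changed genes out of 12787. Of the genes changed by 1 on the log2 scale, 97% were called, and of those changed by 0.5, 72% were called. Unchanged genes made up 3.43% of the calls. The simulated genes varied independently of one another, while the real gene lists had a median estimated correlation of 0.281. The simulation therefore does not show how camera behaves with correlated genes. It also does not show how limma behaves when many more genes change. The recovery of reads was tested on simulated libraries and returned 100% of the values. Tables and figures were made with Python, numpy, pandas and matplotlib.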

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

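The explanations below were tested after the patterns had been seen, and each test was chosen before its own result was known.

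In 142 groups of values (53 genes, 15 list scores, the first principal component and depth measures, in each of the groups of mice), 6 held a mouse that lay far from the others of its group by Dixon's ratio. By chance 7.1 would be found, so their number is not above chance. Of these, 3 concern mast cell genes in HFD replicate 2. Its log2 CPM of Cma1 was 7.81, against 6.57 to 6.92 in the other HFD control mice, and that of Cpa3 was 7.82, against 6.75 to 6.94. Its mast cell list score was 1.19, against 0.31 to 0.52. The mast cell genes rose and fell together between mice of one group (mean pairwise correlation 0.591), so the 3 values are not independent. More mast cells in the sample of this mouse are a possible explanation, which was not tested further. Without any one mouse, the log2 fold change of Cma1 stayed between -1.66 and -1.34.

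The other values far from their group were the log2 CPM of Per2 in HFD + IMC replicate 12 (5.27, against 4.35 to 4.69) and of Cry1 in HFD + IMC replicate 9 (2.77, against 3.16 to 3.38). The mesothelium list score in HFD replicate 4 was 0.59, against 0.07 to 0.21. The sample labels give no condition that differs within a group. The paper states that more than 1 cage per condition was used, but the labels do not give the cage, so no biological explanation was tested for these values, and no technical one was tested.

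Mast cell genes stood out as a signal that the paper does not discuss, although some of them are drawn in its heat map. Of the 14 listed mast cell genes, 13 were lower in IMC-treated mice at an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. The list score differed by -1.05, from 0.57 ± 0.36 (SD, n = 5) to -0.48 ± 0.29 (SD, n = 6), without overlap (two-sided exact permutation test, p = 0.00216). Reads shared between near-identical genes were tested by leaving out 5 genes with such relatives, and the difference of the other 9 genes was -0.89 (exact permutation p = 0.00216). The camera p of the list, adjusted in limma by the Benjamini-Hochberg method, was 1e-06. It was 6.06e-06 with total-count scaling, 2.56e-06 with GC content and length removed and 0.246 with the correlation between genes estimated, the largest over the alternatives. Within groups, the mean pairwise correlation between mast cell genes was 0.591, where 0% of 10000 random lists of similar level reached it and the highest was 0.318. Without HFD replicate 2 it was 0.467. Marker genes of 1 cell type can correlate whether or not the groups differ, so this does not test the difference between the groups. Fewer mast cells, more RNA of other cells and lower expression per mast cell are candidate explanations that these data do not separate.

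Genes for ribosomal proteins were lower in IMC-treated mice, which the paper does not report. In the Reactome set of peptide chain elongation (63 genes, 60 of them named as ribosomal proteins), 48 genes were lower and 0 higher, with a median log2 fold change of -0.32. The score of the set was 0.17 ± 0.05 (SD, n = 5) in HFD control mice and -0.14 ± 0.05 (SD, n = 6) in IMC-treated mice, and it was lower in 6 of 6 IMC-treated mice than in every HFD control mouse (two-sided exact permutation test, p = 0.00216). The median of the set lay below that of all genes by a difference of -0.29, which the scaling of the libraries cannot change, since it moves all genes of a mouse alike. The fall is therefore relative to the other genes, and a fall in absolute terms cannot be told apart from the scaling. With GC content and length removed, the adjusted p of the set by camera in limma with Benjamini-Hochberg adjustment was 3.92e-10. With the correlation between genes estimated, the set did not pass. The smallest adjusted p of any Reactome set by camera was then 0.891. A changed share of adipocyte against macrophage RNA was tested by the slope of the score on the difference of these list scores within groups, which was -0.018 (one-sided permutation p = 0.31 over 100 reassignments) and gave no sign of such a link. Reads shared with ribosomal pseudogenes could have moved the values and were not tested, so the pattern cannot be told apart from that explanation.

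Lep, which encodes leptin, was higher in IMC-treated mice in the same tissue, with a log2 fold change of 1.04 (SE 0.11, adjusted p = 4.14e-05 by limma with Benjamini-Hochberg adjustment). All 6 IMC-treated mice lay above all 5 HFD control mice. A larger share of adipocyte RNA was tested by taking Lep relative to the other 33 genes of the adipocyte list. Lep then still differed by 0.26 (two-sided exact permutation test, p = 0.0325), but the genes of that list rise by different amounts, so the rise of Lep cannot be told apart from a larger share of adipocyte RNA. The scaling and the GC correction left the gene past the threshold.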

How the results depend on the processing

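For the gene counts, the alternatives set in advance were limma without trend, a filter of at least 1 CPM in every mouse, and leaving out each mouse. Leaving out the filter changed nothing to test, since all 12787 listed genes pass it. TMM scaling, DESeq2 and the exact test of edgeR, set in advance only for a table of counts, were not run, because the deposited values are log2 CPM and the recovered reads were used only with limma and for scaling. A pseudocount of 0.1, set for linear values, was not run either. A prior count of 0.25 for the principal components is already in the deposited values, and a constant of 2 was added as an alternative. No paired analysis was possible because the groups share no mouse numbers.

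The number of genes with an adjusted p under 0.05 by limma was 5236. It was 5053 without trend and 5134 with at least 1 CPM in every mouse. It was 5213 with limma voom, 5237 with an added constant of 2, 5464 with total-count scaling, 5178 with median-of-ratios scaling and 5384 with GC content and length removed. The 11 fits that each left out a mouse gave from 4299 to 5125 genes. Counts of higher genes ranged from 2178 to 2536 and of lower genes from 2113 to 2604 in these fits. With an absolute log2 fold change over 1, the count of 203 ranged from 161 to 203 in the other settings that kept all mice. It ranged from 146 to 268 when a mouse was left out. The share of higher genes among the calls was 48.8%, and it was 40.3% with total-count scaling, which moved the median log2 fold change of all genes to -0.06.

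Of the 53 genes reported by name, 46 had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. All 46 kept their direction and their side of the threshold in the 11 fits that left out a mouse and in every other alternative that could be computed for them. Among the other genes, the log2 fold change of Per2 went from -0.15 to 0.10 across the 11 fits, reversing in 5 of them, and that of Chka from -0.12 to 0.034, reversing in 1. Neither gene passed the threshold in any of these fits, where the smallest adjusted p by limma with Benjamini-Hochberg adjustment was 0.517 for Per2 and 0.442 for Chka. Arntl and Nr1d1 each passed in 1 of the 11 fits, with adjusted p of 0.0439 and 0.0463 by the same limma test with Benjamini-Hochberg adjustment. The cause was not tested.

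The separation on the first principal component kept an exact permutation p of 0.00216 with the 500 most variable genes, the 10% most variable genes, genes scaled to unit variance and the muscle list left out. The same p was found with the added scalings, the added constant of 2 and GC content and length removed. It ranged from 0.00476 to 0.00794 when a mouse was left out. Each of these is the smallest p that the mice in the comparison allow, so they show that no other split gave a larger difference, but not whether the separation grew or shrank.

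The gene lists depended most on the correlation assumed between the genes of a list. With this correlation estimated from the data (median 0.281 over the lists, against the default of 0.01), 0 of 15 lists had an adjusted p under 0.05 by camera in limma with Benjamini-Hochberg adjustment, and 1 list had an unadjusted p under 0.05. The adjusted p was then 0.246 for the adipocyte, fatty acid, complement, brown and beige adipocyte, macrophage and mast cell lists, 0.301 for oxidative phosphorylation, and 0.298 for the inflammatory response and muscle lists. Under the other alternatives, 7 of these 9 lists stayed under 0.05. The exceptions were complement, with 0.0520 under total-count scaling, and muscle, with 0.0531 when its genes needed 1 CPM in every mouse and from 0.0118 to 0.0565 when a mouse was left out. Among the lists that did not pass, cytokine signaling had an adjusted p of 0.0367 with fgsea, 0.0015 with roast and 0.0498 with GC content and length removed. It ranged from 0.0015 to 0.263 over the alternatives that kept all mice, and from 0.0260 to 0.0957 when a mouse was left out. The T cell list had 0.0258 and the list for phosphatidylcholine and trimethylamine N-oxide 0.00532 with roast. Over all alternatives with 11 mice, these ranged up to 0.366 and 0.301. When a mouse was left out, the adjusted p ranged from 0.00429 to 0.305 for the interferon list, from 0.0471 to 0.134 for T cells and from 0.0351 to 0.218 for mesothelium. No list changed direction in any of these tests of lists, but camera gives the direction relative to the other genes, which a scaling moves alike. The difference of the list score changed its sign with total-count scaling for the circadian clock list, from 0.02 to -0.0085 (exact permutation p = 0.926), and for no other list with total-count or median-of-ratios scaling. Apart from the correlation, for which the estimated value is given, the cause was not tested.

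For the Reactome sets, 71 had an adjusted p under 0.05 by camera in limma with Benjamini-Hochberg adjustment. With fgsea, 110 sets passed, 42 higher and 68 lower. With the correlation estimated, 0 passed, 0 higher and 0 lower, and 41 had an unadjusted p under 0.05, fewer than the 165 with the default correlation. Leaving out a mouse gave from 61 to 83 sets. Of the 11 sets fixed by name, 4 no longer passed with the correlation estimated and 2 passed in addition with fgsea. When a mouse was left out, interferon signaling no longer passed in 3 of the 11 fits and respiratory electron transport in 2, while cytokine signaling passed in 1. The cause was not tested for fgsea.

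Other splits of the mice were counted for each test across genes. Among 100 of the 462 splits, the real one included, 1 gave as many genes with an adjusted p under 0.05, the real one, and the largest count of another split was 1089. For genes with an absolute log2 fold change over 1, it was also 1 of 100, with at most 25 genes in another split. For the gene lists, 24 of 100 splits gave at least 9 lists past the camera threshold, with a median of 5 lists. For the Reactome sets, 39 of 100 splits gave at least 71 sets, with a median of 53. The counts of lists and sets therefore do not by themselves tell the treatment from other differences between mice. The exact tests of single list scores compare the real groups with all other splits and do not share this limit. They test whether a list differs between the groups, not whether it differs more than other genes. The groups did not overlap for 23.1% of all single genes, and scores of random lists were not tested. The depth limits the results least for abundant genes. The variance expected from counting was a median of 20.9% of the observed variance between mice of one group, which includes it. Genes that the authors filtered out could not be tested.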

Differences from the paper's values

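In the main settings, no value of the paper that was also computed here differed by more than 1.5 times. The paper states that 12692 transcripts were removed by the filter, while 11624 of its 24411 transcripts are not listed in the deposited table. The shares of variance on the first and second principal components are about 54% and about 13% in Figure 1—figure supplement 4g, read by eye, against 53.5% and 12.6% here. With the 500 most variable genes, the second share was 8.62%, which differs from the figure by more than 1.5 times.

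The paper's legend describes the heat map as showing the most significantly altered transcripts. By the p of the authors' own deposited comparison, 11 of the 51 genes read by eye are among the 50 with the smallest p. The last of the 51 ranks at position 497. By limma, 6 of them are among the 50 with the smallest p. Of the same genes, 35 are among the 50 largest absolute log2 fold changes. The volcano plot in Figure 1—figure supplement 4j ends at a log2 fold change of about 2, read by eye. Ldb3, Myh2 and Trdn, which rank at positions 1, 2 and 5 by the authors' p, have deposited log2 fold changes of 2.38, 3.08 and 2.67 and lie outside the drawn range.

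The paper names cytokine signaling among the enriched pathways, from a Hallmark analysis of its differentially expressed genes. The sets and the tests used here are different, so the values below do not repeat that analysis. Here the list for cytokine signaling had an adjusted p of 0.0599 by camera in limma with Benjamini-Hochberg adjustment, and the Reactome set on cytokine signaling had 0.116. Settings planned before the data were examined in which the list passed were the exact test of the list score (adjusted p = 0.00464), fgsea (adjusted p = 0.0367), roast (adjusted p = 0.0015) and 4 of the 11 fits that left out a mouse. It also passed with GC content and length removed (adjusted p = 0.0498), a setting chosen after the values were seen. It did not pass in the other settings chosen after the values were seen, with adjusted p of 0.0553 for limma voom, 0.0595 for an added constant of 2, 0.0780 for total-count scaling and 0.0605 for median-of-ratios scaling. It did not pass with 1 CPM required in every mouse (adjusted p = 0.0923) or with the correlation between genes estimated (adjusted p = 0.263). The Reactome set passed with fgsea (adjusted p = 0.00269) and in 1 of the 11 fits that left out a mouse.

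Figure 1—figure supplement 4i also draws Hallmark sets for the interferon response, complement and bile acid metabolism as changed. Those sets were not tested here, and the values below come from other sets and tests. The interferon response list had an adjusted p of 0.0914 by camera in limma with Benjamini-Hochberg adjustment, and passed in 2 of the 11 fits that left out a mouse. Its lowest adjusted p in a setting with all 11 mice was 0.0700. The Reactome set on interferon signaling passed with an adjusted p of 0.0290, lost the threshold in 3 of the 11 fits that left out a mouse, where it reached at most 0.0939, and had 0.930 with the correlation between genes estimated. The Reactome set on bile acid and bile salt metabolism had an adjusted p of 0.620 by the same test and passed in none of the alternatives, where fgsea gave 0.273. The complement list passed with an adjusted p of 0.0256, while the Reactome set on the complement cascade had 0.848 and 0.364 with fgsea.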

Other observations

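For the number of changed genes, the muscle genes and the clock genes, the tests of depth, abundant genes, GC content, unlisted muscle genes and clock phase were chosen only after the result was seen.

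Many genes differed between the groups, and technical explanations for their number were tested. Reads per mouse did not differ between the groups beyond the spread between mice (two-sided exact permutation test, p = 0.154). The 10 most abundant genes held 7.40% ± 0.22 (SD, n = 5) of the reads in HFD control mice and 8.46% ± 0.49 (SD, n = 6) in IMC-treated mice (exact permutation test, p = 0.00433). Scaling by the median of ratios, which such genes do not move, gave 51.1% of the calls as higher, against 48.8% with the deposited scaling and 40.3% with total-count scaling. These shares show how the scaling moves the balance of higher and lower genes and do not test the number of changed genes. The number of genes with an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment was 5178 with median-of-ratios scaling and 5464 with total-count scaling. With GC content and length removed, 5384 genes had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, and both properties together explained 1.48% of the variance of the log2 fold changes. The tests of depth and of GC content and length gave no sign that these account for the number of changed genes.

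The share of cell types in the tissue remains an explanation for part of the changes. Between mice of one group, the slope of each gene on the adipocyte score minus the macrophage score was calculated, and its Pearson r with the log2 fold change between groups was 0.616 across 12729 genes outside both lists. The highest of the other 99 reassignments of the scores within groups was 0.592, and the permutation p of 0.01 is the smallest they can give. Genes are not independent replicates, and the range of the reassignments shows how far such an r can arise from few mice. The data are consistent with a larger share of adipocyte RNA and a smaller share of macrophage RNA in IMC-treated mice. How many genes this accounts for was not tested.

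Ldb3, Trdn and Myh2 are genes of striated muscle, and their mean log2 fold change was 2.69. Skeletal muscle in the samples was tested with the list of 41 muscle genes, and 25 of them were not listed in the deposited table. The mean of the other 13 listed muscle genes differed by 0.19 (two-sided exact permutation test, p = 0.0887), and 4 of them had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. Acta1, the actin gene of skeletal muscle, is among these 13 and rose by 1.23 (SE 0.15, adjusted p = 6.07e-05 by limma with Benjamini-Hochberg adjustment) without overlap between the groups. By the camera test of limma, the 16 listed muscle genes had a Benjamini-Hochberg adjusted p of 0.0256. The Reactome set of striated muscle contraction had 0.885 by the same test, with 4 of 14 genes higher and 1 lower. The muscle list as a whole rose less than Ldb3, Trdn and Myh2. The rise of Acta1 still leaves muscle cells in the samples as an explanation that is not excluded. Reads shared between Myh2 and other myosin genes were not tested, so that explanation cannot be told apart for Myh2.

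The paper reports clock genes in other experiments, and the adipose samples were taken from mice on the HFD without a series of time points. Cry2 was higher in IMC-treated mice, with a log2 fold change of 0.61 (SE 0.07, adjusted p = 3.64e-05 by limma with Benjamini-Hochberg adjustment), and Clock with 0.29 (SE 0.05, adjusted p = 0.000803 by the same limma test with Benjamini-Hochberg adjustment). Arntl, Per2, Nr1d1 and Cry1 had log2 fold changes of -0.21, -0.02, 0.19 and 0.11 and did not pass the threshold. The list of 18 clock genes had an adjusted p of 0.429 by camera in limma with Benjamini-Hochberg adjustment, with 3 genes higher and 3 lower. Collection at another time of day was tested by the contrast between clock genes of opposite phases, which did not differ between the groups (two-sided exact permutation test, p = 0.885). A larger share of adipocyte RNA was tested by taking Cry2 relative to the adipocyte list, and it then differed by -0.18 (exact permutation test, p = 0.0238). Since the genes of that list rise by different amounts, the rise of Cry2 cannot be told apart from a larger share of adipocyte RNA.

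Among other genes that the paper names, Foxo1 had a log2 fold change of 0.42 (SE 0.11, adjusted p = 0.00696 by limma with Benjamini-Hochberg adjustment). Pemt, which encodes the enzyme that methylates phosphatidylethanolamine, had one of 0.60 (SE 0.09), past the threshold. Adrb1 had 0.47 (SE 0.27, adjusted p = 0.180 by limma with Benjamini-Hochberg adjustment) and Chka -0.05 (SE 0.13).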
